# Selenium nanoparticles modulate histone methylation via lysine methyltransferase activity and *S*-adenosylhomocysteine depletion

**DOI:** 10.1016/j.redox.2023.102641

**Published:** 2023-02-23

**Authors:** Benoit Toubhans, Nour Alkafri, Marcos Quintela, David W. James, Caroline Bissardon, Salvatore Gazze, Franziska Knodel, Olivier Proux, Alexandra T. Gourlan, Philipp Rathert, Sylvain Bohic, Deyarina Gonzalez, Lewis W. Francis, Laurent Charlet, R. Steven Conlan

## Abstract

At physiological levels, the trace element selenium plays a key role in redox reactions through the incorporation of selenocysteine in antioxidant enzymes. Selenium has also been evaluated as a potential anti-cancer agent, where selenium nanoparticles have proven effective, and are well tolerated *in vivo* at doses that are toxic as soluble Se. The use of such nanoparticles, coated with either serum albumin or the naturally occurring alkaline polysaccharide chitosan, also serves to enhance biocompatibility and bioavailability. Here we demonstrate a novel role for selenium in regulating histone methylation in ovarian cancer cell models treated with inorganic selenium nanoparticles coated with serum albumin or chitosan. As well as inducing thioredoxin reductase expression, ROS activity and cancer cell cytotoxicity, coated nanoparticles caused significant increases in histone methylation. Specifically, selenium nanoparticles triggered an increase in the methylation of histone 3 at lysines K9 and K27, histone marks involved in both the activation and repression of gene expression, thus suggesting a fundamental role for selenium in these epigenetic processes. This direct function was confirmed using chemical inhibitors of the histone lysine methyltransferases EZH2 (H3K27) and G9a/EHMT2 (H3K9), both of which blocked the effect of selenium on histone methylation. This novel role for selenium supports a distinct function in histone methylation that occurs due to a decrease in *S*-adenosylhomocysteine, an endogenous inhibitor of lysine methyltransferases, the metabolic product of methyl-group transfer from *S*-adenosylmethionine in the one-carbon metabolism pathway. These observations provide important new insights into the action of selenium nanoparticles. It is now important to consider both the classic antioxidant and novel histone methylation effects of this key redox element in its development in cancer therapy and other applications.

## 1 Introduction

Selenium compounds contribute to the maintenance and integrity of cellular systems by influencing cellular redox states and the capacity to detoxify compounds, free radicals and reactive oxygen species [1]. Thioredoxin reductases, for example, which contain selenocysteine, are present in the cytosol (TrxR1) and mitochondria (TrxR2), are involved in the reduction of oxidized thioredoxins, can catalyse NADPH, control ascorbate levels, and regulate metabolism [2]. Selenium is also involved in the biosynthesis of diverse molecular components that are required for important cellular functions including deoxyribonucleoside triphosphates for DNA, and the reduction of oxidized proteins, as well as having roles in diverse regulatory mechanisms such as redox, apoptosis, immunomodulation and the formation of methyl donor compounds [3].

Selenium has been investigated as a potential anti-cancer agent for the reduction of the risk of different malignancies including colorectal, lung, and prostate cancer, as well as an adjuvant to conventional anti-tumour therapies [4]. Such use is limited, however, by the narrow therapeutic window of selenium, since exceeding the daily recommended dose of 60–70 μg can lead to serious illness such as selenosis that occurs at doses above 400 μg [4,5]. Nanoparticle formulations of selenium, on the other hand, have proven to be more tolerated *in vivo* than aqueous/organic selenium. Studies have show that the toxicity of selenomethionine is higher than that of Se nanoparticles (SeNPs) as indicated by acute liver injury, and short-term toxicity, where (SeNPs) caused 10% mortality at a dose of 36 mg Se/kg whereas selenomethionine caused 90% mortality at a dose of 32 mg Se/kg [6,7]. Similarly for selenite *in vivo* LD50 acute toxicity has been reported as 15.7 mg Se/kg body weight, whereas with (SeNPs) acute toxicity was 7-fold less at 113.0 mg Se/kg body weight following a single dose treatment and monitoring over 14 days [8]. When administered at 6 mg/kg daily for 12 consecutive days (SeNPs) were less toxic than selenite showing less suppression of growth, moderate redox stress, and lower levels of the liver function enzymes ALT and AST [9].

The anti-proliferative effect of selenium is achieved through different mechanisms of action including acting as pro-oxidants, generating ROS, boosting cellular antioxidant defences, inducing apoptosis, influencing cell signalling and autophagy, interfering with protein-kinase signalling, and inducing cell cycle arrest^4^. These mechanisms include the regulation of protein kinase signalling, caspase activation, and phosphorylation of p53 [10]. In-vitro SeNPs have been shown to increase the effect of irradiation in MCF-7 breast cancer cells due to cell cycle arrest, the induction of autophagy and the production of ROS [10]. Additionally, significant anti-proliferative activity against cancer cells has been observed using paclitaxel-loaded SeNPs, revealing disruption of mitochondrial membrane potential orchestrated with the induction of ROS, and leading to the activation of caspase induced apoptotic cell death [11].

Here we aimed to determine the effect of exposure to SeNPs, coated with either serum albumin or the chitosan to enhance biocompatibility and bioavailability, in two pathologically distinct ovarian cancer cell models on redox response and cell viability [12,13]. We sought to determine the mechanism of action resulting in decreased cell viability, and directed by RNA sequencing data, investigated the impact of SeNP treatment on the regulation of histone methylation. Having observed that SeNP activity was inhibited by specific histone lysine methyltransferase inhibitors we explored the underlying one carbon cycle pathway responsible for this effect. Together these investigations uncovered a novel epigenetic regulatory mechanism altered following SeNP exposure.

## 2 Methods

### 2.1 Nanoparticles

BSA and chitosan-coated SeNPs were purchased from NANOCS (New York, USA) supplied at a fixed concentration 2 mg/ml, with a manufacturer-defined diameter of 30–100 nm for each type of nanoparticle (Supplementary Fig. S2). Size shape and charge analysis was conducted by Dynamic Light Scattering and Zeta Potential measurement using a ZetaSizer Nano (Malvern Instruments, Malvern, UK) with a 173° scattering angle using SeNPs at 1 μg/mL in water (reflective index of 1.33) at 25 °C.

### 2.2 Spheroid growth, treatment, and viability assay

Five thousand cells/well were plated in 96-well Ultra Low Attachment coated round bottom plates (Corning, UK). After spheroid formation (usually after 24 h), 100 μL of fresh medium containing a 2X concentration of sodium selenite (Na_2_SeO_3_) or SeNPs (BSA or chitosan coated) were added. Cell viability was determined using a CellTiterGlo assay (Promega, UK). For the viability assay, an increasing dose range (0.01 μg/mL to 20 μg/mL selenite of SeNPs) was applied by dilution in the appropriate medium for 24, 48 or 72 h. After the treatment, 100 μL of media was removed from wells and 100 μL of CellTiterGlo added. Plates were shaken for 5 min and equilibrated at room temperature for 25 min before luminescence measurements were taken (BMG Labtech Fluostar Omega, UK). IC20 and IC50 doses were determined as the concentration required to reduce the luminescence signal by 20/50%. The IC20/50 values shown are the result of a minimum of five independent experiments performed with 4 technical repeats. IC50 values calculated as 1.25 μg/mL for SeNP-BSA and 3 μg/mL for SeNP-chitosan, which were only slightly less than that for selenite (IC50 0.6 μg/mL) in SKOV-3 spheroids. Whereas in OVCAR-3 models the IC50 was calculated as 5 μg/mL for both SeNP-BSA and SeNP-chitosan compared to selenite (IC50 10 μg/mL). IC20 values calculated as 0.15 μg/mL for SeNP-BSA and 0.15 μg/mL for SeNP-chitosan, which were slightly lower than that for selenite (IC20 0.3 μg/mL) in SKOV-3 spheroids. Whereas in OVCAR-3 models the IC20 was calculated as 0.6 μg/mL for both SeNP-BSA and SeNP-chitosan compared to selenite (IC20 0.3 μg/mL).

### 2.3 Cell culture

OVCAR-3 ovarian cancer cells (ATCC, Maryland, US) were cultured in RPMI-1640 medium (Sigma-Aldrich, UK) supplemented with 20% Fetal Bovine Serum (FBS, Sigma-Aldrich), 5 μg/mL insulin (Sigma-Aldrich), and 1% penicillin-streptomycin (v/v) solution (Sigma-Aldrich). SKOV-3 ovarian cancer cells (ATCC, Maryland, US) were cultured in McCoy's 5A medium (Sigma-Aldrich) supplemented with 10% Fetal Bovine Serum (FBS, Sigma-Aldrich, UK), and 1% penicillin-streptomycin (v/v) (Sigma-Aldrich, UK). Cells were maintained at 37 °C and 5% CO_2_ and routinely passaged using 0.25% trypsin-0.1%EDTA (v/v).

### 2.4 Cell growth and Se treatment

SKOV-3 and OVCAR-3 cells were cultured in growth medium to 80%confluency on sterile plastic petri dishes (Corning, UK) at 37 °C and 5% CO2. After 48 h incubation culture medium was removed and 2 mL of fresh medium containing aqueous Se (Na_2_SeO_3_) or SeNPs. SKOV-3 cells were treated with IC20; selenite 3 μg/mL, BSA-SeNP 6 μg/mL or chitosan-SeNP 13 μg/mL. OVCAR-3 cells were treated with selenite 40 μg/mL, BSA-SeNP 20 μg/mL or chitosan-SeNP 18 μg/mL. Following addition of selenium treatment cells were incubated for a further 48 h prior to analysis. A minimum of three biological repeats were conducted for each cell type and treatment.

### 2.5 SDS–PAGE and protein blotting

For cell lysis, the media was aspirated from cells, which were washed twice in ice-cold phosphate-buffered saline (PBS; Fisher Scientific). Cells were lysed in ice-cold RIPA buffer (150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris pH 8.0) supplemented with a Halt™ Protease Inhibitor Cocktail (100X) (78430, Fisher Scientific). Cells in lysis buffer were agitated on a shaker for 40 min at 4 °C, and the removed lysates were cleared by centrifugation at 21,500×*g* for 10 min at 4 °C. The supernatant was transferred into new microfuge tubes and stored at −20 °C until required.

For equal loading of samples in western blots, the bicinchoninic acid (BCA) protein assay was employed to quantify the protein concentrations in samples. 30 μg of total protein from each cell lysate was used.

Cell lysates were subjected to sodium dodecyl sulphate polyacrylamide gel electrophoresis (SDS-PAGE). The separated proteins were transferred by a wet transfer method onto an activated polyvinylidene fluoride membrane (Millipore, UK). Membranes were incubated for 1 h at room temperature in a blocking buffer, which was either Tris-buffered saline-Tween 0.1% (TBS-T; Fisher Scientific, UK) containing 5% bovine serum albumin (BSA; Fisher Scientific, UK) if probing for phosphorylated proteins. After blocking, membranes were incubated with primary antibodies diluted in an appropriate blocking buffer overnight at 4 °C, washed (3 × 5 min) with TBS-T, and then incubated with appropriate horseradish peroxidase (HRP)-conjugated secondary antibody diluted in an appropriate blocking buffer for 2 h at room temperature. Following washing with TBS-T (3 × 5min), membranes were incubated with an enhanced chemiluminescence (ECL) development reagent (Clarity Western ECL substrate, Biorad, UK) for 3 min and visualised by (ChemiDoc XRS, BioRad, UK), and band intensities quantified using ImageJ software normalising expression to GAPDH.

Primary antibodies recognising human proteins used were: Caspase 3: rabbit polyclonal 9662 (Cell Signalling Technology (CST), UK), ATG5: rabbit polyclonal 2630, (CST), H3K4me3: rabbit polyclonal PA517420 (Thermo, UK), H3K27me3: rabbit polyclonal PA531817 (Thermo, UK), H3K9me2: rabbit polyclonal (CST), H3 (1B1B2): mouse monoclonal 14269 (CST) and GAPDH mouse monoclonal sc-47724 (Santa Cruz, UK), Bcl-2 rabbit polyclonal ab196495 (Abcam, UK), p21(CDKN1A): rabbit monoclonal 2947 (CST) and β-actin rabbit polyclonal 4967 (CST) were used at a concentration of 200 μg/ml overnight at 4 °C. Blots were washed and then incubated with the appropriate secondary antibodies (goat anti-mouse ab150113 (Abcam, UK) or goat anti-rabbit ab6721 (Abcam, UK HRP secondary) at a concentration of 400 μg/ml. Immuno-reacting proteins were visualised (ChemiDoc XRS, BioRad, UK), and band intensities were quantified using ImageLab software normalising expression to GAPDH.

### 2.6 ROS assay

SKOV-3 and OVCAR-3 cells were seeded as monolayers at 20,000 cells per well in a black 96-well plate and cultured overnight. Following removal of media, cells were washed once with PBS, then incubated for 1 h with the Cellular Reactive Oxygen Species Detection reagent (Red Fluorescence, Abcam, UK, 186027). An IC20 concentration of selenite or SeNPs (mentioned previously) was then added and the plate was incubated at 37 °C for the duration of the assay. Fluorescence was analysed at different time points from 30 min to 10 h (excitation filter 520 nm, emission filter 605 nm, BMG Labtech Fluostar Omega, UK).

### 2.7 RT-qPCR

Cellular total RNA was isolated using RNeasy Mini Kit (Qiagen, Germany) according to the manufacturer's protocol and purity and concentration were determined using a spectrophotometer (ND-1000; NanoDrop Technologies, USA). Following RNA extraction and quantification, cDNA synthesis was carried out following the manufacturer's recommendations, using the RETROscript® kit two-step method (Invitrogen Ltd., UK). Following cDNA synthesis from 100 ng of RNA, each sample was analysed by qPCR in triplicate using iQ SYBR Green supermix (BioRad, UK) and gene-specific primers (Sigma-Aldrich, UK) to evaluate differential gene expression GAPDH (GAPDH Forward: GTCCACTGGCGTCTTCAC, Reverse: CTTGAGGCTGTTGTCATACTTC) and TrxR1 (Forward: TCCCAAGTCCTATGACTATGACC, Reverse: CCATATTGGGCTGCCTCCTT). Serial dilutions of cDNA were used to plot a calibration curve, and gene expression was quantified by plotting threshold cycle values. Expression levels were normalized to values obtained for the reference gene (GAPDH) and relative expression expressed as the mean fold induction ± standard deviation. Statistical differences between the treatment groups and the control were determined by analysis of variance (ANOVA) (where p < 0.05 was considered significant).

### 2.8 RNA-sequencing

For each condition, a total of 96 independently cultured spheroids were pooled. Extracted RNA from pooled samples underwent quality control assessment using the RNA Tapestation 2200 (Agilent). cDNA libraries were prepared using the SENSE mRNA-Seq Library Prep Kit V2 (Lexogen) prior to RNA-sequencing (RNA-Seq, genomic platform, Ecole Normale Supérieure de Lyon). Raw Fastq files were quality-checked using FastQC, a quality-control tool for high throughput sequencing data, prior to alignment to the hg38 indexed transcriptome using Bowtie2 [14]. The eXpress software [15] was used to quantify expression from the transcriptome mapping and derive count data and the differential expression tool package DESeq2 [16], implemented within R, was used to correct for multiple hypothesis testing and determine significantly modified transcripts (FDR <0.1) (Supplementary 1). Raw and processed RNA-Seq data is deposited in the GEO Dataset with accession number GSE149397. All major PANTHER terms were tested for over-representation (GO-Biological Processes or Reactome, e.g. binomial) and gene-set enrichment by comparing the lists of genes expressed in different experimental conditions. The results are displayed showing the differential distribution of significantly enriched clusters of genes compared to the overall expression tendency within samples. The Database for Annotation, Visualization and Integrated Discovery (DAVID; https://david.ncifcrf.gov/) was used to provide functional annotation of gene lists and results displayed with Fisher's Exact test used to measure the gene-enrichment in annotation terms.

### 2.9 Epigenetic probes

Epigenetic probes were supplied by the Structural Genomics Consortium (SGC) under an Open Science Trust Agreement: https://www.thesgc.org/click-trust. Probes were diluted in DMSO to a final concentration of 20 μM. UNC1999 and GSK343 inhibitors and an inactive control probe UNC2400 were used to evaluate EZH1/2. The inhibitor MRK-740 and inactive control probe MRK-740 N were used for PRDM9. UNC0642 and A-366 were used to evaluate G9a/EHMT2. Cells were treated for 1–3 days with different probes to reach IC90 of the targeted methyltransferase. Cells were then treated for 48 h with selenite or SeNP at sub-lethal doses, protein was extracted and probed using antibodies targeting specific histone modifications as described above.

### 2.10 Transmission electron microscopy (TEM)

Transmission electron microscopy (TEM) sections were prepared as previously described [17]. Briefly, spheroids were pelleted and vitrified by high-pressure freezing (HPM100, Leica Microsystems) to −90 °C for 80 h in acetone with 1% OsO_4_. The temperature was then raised from 1 °C/h to 30 °C and samples were rinsed 4 times in acetone. Samples were infiltrated with agar low viscosity resin (LVR, Agar scientific) in acetone for 3 h. After polymerisation for 24 h at 60 °C, 70–400 nm sections were obtained using an ultra-microtome (UC7, Leica Microsystems). Sections were collected on formvar-carbon-coated 100 mesh copper grids and post-stained for 10 min with 2% aqueous uranyl acetate, rinsed and incubated for 5 min with lead citrate. Grids were analysed using a Tecnai 12 FEI Microscope (120 kV) at different magnifications. 200-mesh formvar and carbon-coated copper grids (Agar Scientific) were incubated for 60 min with a 50 μl drop of the relevant SeNP solution. Grids were washed in ultrapure water for 5 min, three times, and stained with 2% phosphotungstic acid (Agar Scientific) in water, pH 7, for 10 min. Excess solution was absorbed with filter paper and grids were allowed to air-dry overnight. Grids were imaged on a JEM-1400 Flash Transmission Electron Microscope at 120 kV.

### 2.11 High energy resolution fluorescence detected X-ray absorption spectroscopy

Energy Resolution Fluorescence Detected X-ray Absorption Spectroscopy (HERFD-XAS) was used to determine Se speciation. Measurements were performed on FAME-UHD beamline at the European Synchrotron Radiation Facility (ESRF, Grenoble, France) at the selenium K-edge (12658 eV). The samples were analysed at 10 K to avoid radiation damages using a crystal analyzer spectrometer (CAS) equipped with 6 Ge(844) bent crystals (1 m radius of curvature), allowing an energy bandwidth for the fluorescence detection around 3.3eV. Data analysis was performed by linear combination fitting of the so-obtained spectra using a set of model compounds spectra previously measured obtained on the same conditions [18].

### 2.12 SAH ELISA

Cells were treated for 24 h with SeNP or selenite with (mentioned in 2.4) (+) or without AHCY inhibitor (3-deazaneplanocin A) at 1 μM. Cells were harvested by centrifuging at 2000×*g* for 10 min at 4 °C and the cell pellet was homogenized on ice in 1–2 mL cold PBS. This homogenized suspension was centrifuge at 10,000×*g* for 15 min at 4 °C, and the supernatant was removed and stored at −80 °C prior to measurement. Quantification of intracellular SAH concentration was conducted using an *S*-Adenosylmethionine (SAM) and *S*-Adenosylhomocysteine (SAH) ELISA Combo Kit (STA-671-C; from Cell Biolabs, INC. (catalogue #STA-671-C); Generon; Berkshire, UK) following the manufacturer's protocol.

### 2.13 AHCY activity assay

AHCY activity assay was performed in a 96-well plate using an AHCY activity assay kit (Fluorometric) (Abcam, Cambridge, UK) that allows quantitative measurement of homocysteine concentration in cell extracts, according to the manufacturer's instructions. The concentration of homocysteine in cell extracts was used as a readout for in vitro AHCY activity, as the AHCY enzyme hydrolyses SAH to homocysteine and adenosine. The fluorescence of the samples was measured at Ex/Em = 535/587 nm in 5 min after mixing and 30 min after incubation using (BMG Labtech Fluostar Omega, UK). A serial dilution of adenosine was included in each assay to obtain a standard curve. AHCY activity was calculated using the adenosine standard curve according to the manufacturer's instructions.

### 2.14 ChIP-seq analysis

ChIP-Seq datasets were downloaded from repository GSE118406 [19] using prefetch and fasterq-dump functions from the SRA toolkit. Sequence reads were mapped against human reference genome build hg38 using Bowtie2 [20]. Peak calling was performed using MACS2 with default settings [21].

### 2.15 Statistical analysis

All data presented are from a minimum of three biological repeats, with technical repeats included per sample, as denoted. Data normality was analysed using the Kolmogorov Smirnov test, with normally distributed data analysed with the one-way and two-way analysis of variance (ANOVA) and the non-parametric data analysed using Kruksal Wallis followed by the Mann–Whitney U pairwise test. In all cases in which ANOVA was significant, multiple comparison methods were used. Differences were considered significant for (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 and ns for non-significant). All data were analysed in Mini Tab 14.

## 3 Results

### 3.1 Selenium nanoparticles effective against 3D ovarian cancer models

Previously we demonstrated that the direct application of SeNPs to cell monolayers had a cytotoxic effect [13]. However, to better recapitulate an *in vivo* solid tumour setting we evaluated their effect on 3D ovarian cancer models. Two distinct cell lines, OVCAR-3 and SKOV-3 were used to create spheroids and SeNPs IC50 values determined (Fig. 1A and B). BSA (108 ± 30 nm; 0.123 ± 0.002 and −51.2 ± 15.8 mV) and chitosan (320 ± 221 nm; 0.220 ± 0.012 and 16.4 ± 4.4 mV) coated SeNPs were first analysed using standard biophysical techniques (see methods section) for size, uniformity (PdI) and zeta potential and displayed characteristics consistent with previous reports [13] (Supplementary Fig. S1). Both BSA and chitosan coated nanoparticles caused significant reductions in cell viability following treatment of spheroids, with IC50 values calculated as 1.25 μg/mL for SeNP-BSA and 3 μg/mL for SeNP-chitosan, which were only slightly less than that for selenite (IC50 0.6 μg/mL) in SKOV-3 spheroids (Fig. 1A). In OVCAR-3 models the IC50 was calculated as 5 μg/mL for both SeNP-BSA and SeNP-chitosan compared to selenite (IC50 10 μg/mL) (Fig. 1B). Further analysis revealed that exposure of SKOV-3 spheroids to SeNP-chitosan as well as selenite resulted in significantly increased (p < 0.05) caspase-3 cleavage levels, whereas only a moderate increase in caspase-3 cleavage was observed following SeNP-BSA treatment (Fig. 1C). In contrast there was no change in caspase-3 levels following selenium treatments in OVCAR-3 cells.

**Fig. 1:**
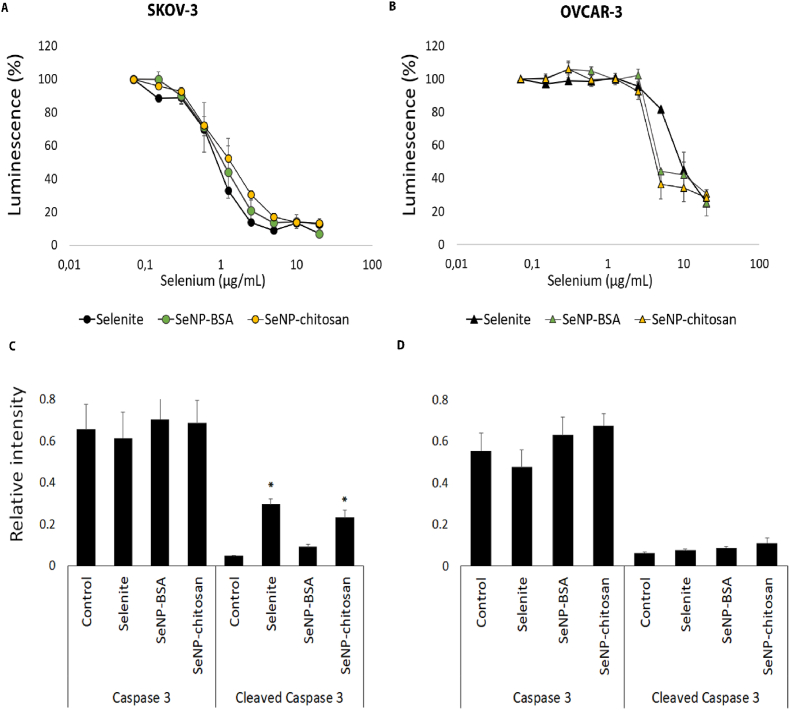
Ovarian cancer cell cytotoxicity in the presence of SeNP formulations. SKOV-3 (A) and OVCAR-3 (B) were grown as 5 × 10^3^ cell spheroids for 24 h and then treated with an increasing concentration range (0–20 μg/mL) of selenite, BSA-SeNP or chitosan-SeNPs for 24 h and cellular cytotoxicity monitored. Cytotoxicity was evaluated by a CellTiterGlo endpoint assay. OVCAR-3 cells were more resistant to selenium treatment than SKOV-3 cells. Mean ( ± SD) relative to control luminescence values are shown from five independent experiments. In SKOV-3 cells relative caspase-3 levels (C) were similar between control and selenium treated levels, 0.65 control, 0.68 selenite, 0.70 SeNP-BSA and 0.68 SeNP-chitosan. Selenite and SeNP-chitosan treatments caused significant levels (p < 0.05) of caspase-3 cleavage with levels of 0.29 and 0.23 detected respectively. The only moderate increase in caspase 3 cleavage was observed for SeNP-BSA treatment (0.09). In OVCAR-3 no changes in caspase 3 (D) were seen for selenite (0.47), SeNP-BSA (0.62) and SeNP-chitosan (0.67) in comparison with control (0.55), and cleaved caspase levels were very low for each condition. The data represents the mean ± SD of three individual experiments.

To better understand the observed mechanistic differences of these responses to SeNPs we assessed the expression of two apoptotic markers Bcl-2 and p21(CDKN1A). SKOV-3 cells showed a decrease in levels of both proteins, which was significant following SeNP-chitosan treatment (p < 0.05 for Bcl-2 and p < 0.01 for p21). For OVCAR-3 cells there was no significant decrease in either marker following nanoparticle treatment (p > 0.05; Fig. 2). It appears therefore that SeNPs trigger death via apoptosis in the SKOV-3 spheroids, whereas loss of OVCAR-3 spheroid viability is not apoptosis related.

**Fig. 2:**
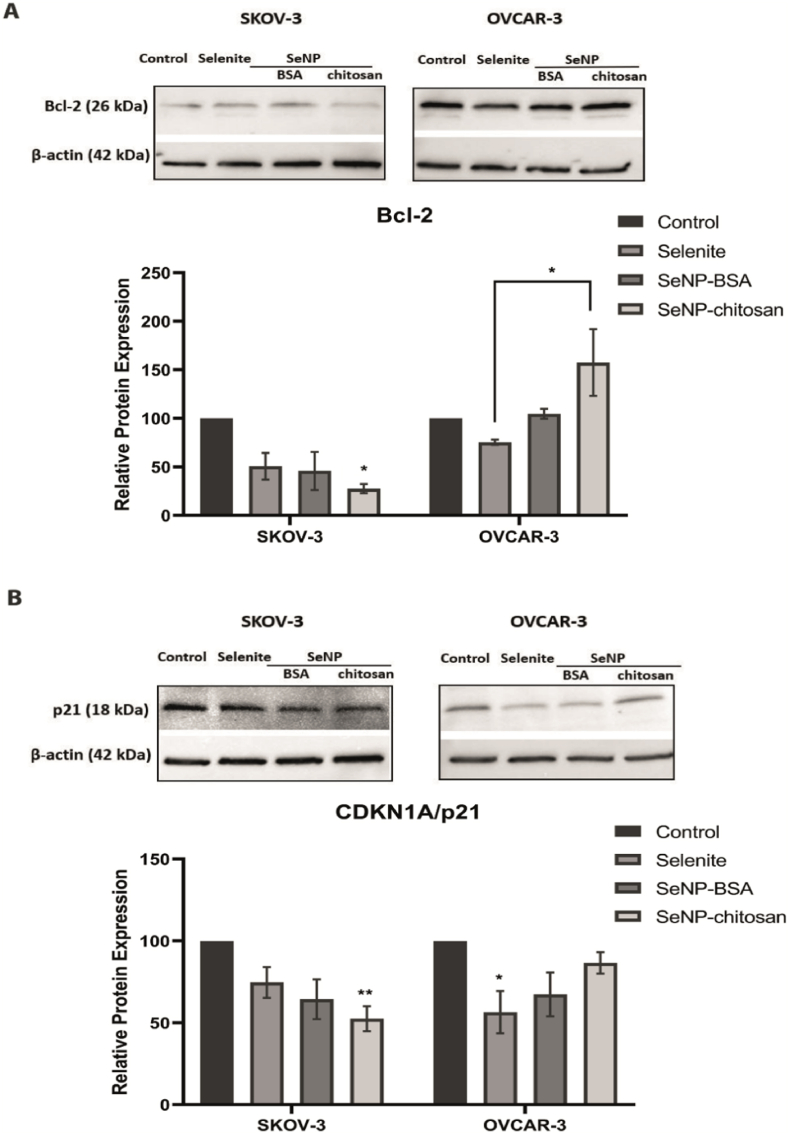
SKOV-3 and OVCAR-3 cells were treated for 24 h with SeNP or selenite. In SKOV-3 SeNP-chitosan treatment decreased significantly (a) Bcl-2 and (b) CDKN1A levels compared to OVCAR-3 where no significant decrease was observed. In SKOV-3 cells the IC20 concentrations used; selenite 3 μg/mL, BSA-SeNP 6 μg/mL and chitosan-SeNP 13 μg/mL, and in OVCAR-3 cells concentrations; selenite 40 μg/mL, BSA-SeNP 20 μg/mL and for chitosan-SeNP 18 μg/mL. Data are mean ± SEM; one-way ANOVA with Tukey multiple comparisons post-hoc analysis; **p < 0.01, *p < 0.05 and ns, not significant vs respective Control (untreated) for each treatment (n = 3 independent experiments).

### 3.2 SeNP penetration and uptake in 3D ovarian cancer cell models

Having demonstrated the efficacy of SeNPs on cell viability we sought to establish the fate of the particles. Initial analysis was undertaken to determine the location of SeNPs, and we observed that they were able to penetrate at least 80 μm into 3D spheroid tumour models. 30 nm electron dense particles corresponding to SeNP aggregates were observed by TEM in vacuoles and mitochondria in cells treated with SeNP-BSA (Fig. 3A and B) or SeNP-chitosan (Supplementary Fig. S2) and confirmed using FITC-tagged SeNPs (Fig. 3). To assess whether these vacuolar structures were autophagosomes, the expression of autophagy markers was measured [22] and ATG5 levels were found to be up-regulated by SeNP-BSA, but unaffected by selenite or SeNP-chitosan in SKOV-3 spheroids (Fig. 3C), whereas there was an increase of LC3B with selenite, but not with either SeNP types (Fig. 3C). In OVCAR-3 spheroids, ATG5 expression increased following all SeNP-chitosan, consistent with these cells being more resistant to selenium, and with constitutively activated autophagy [23].

**Fig. 3:**
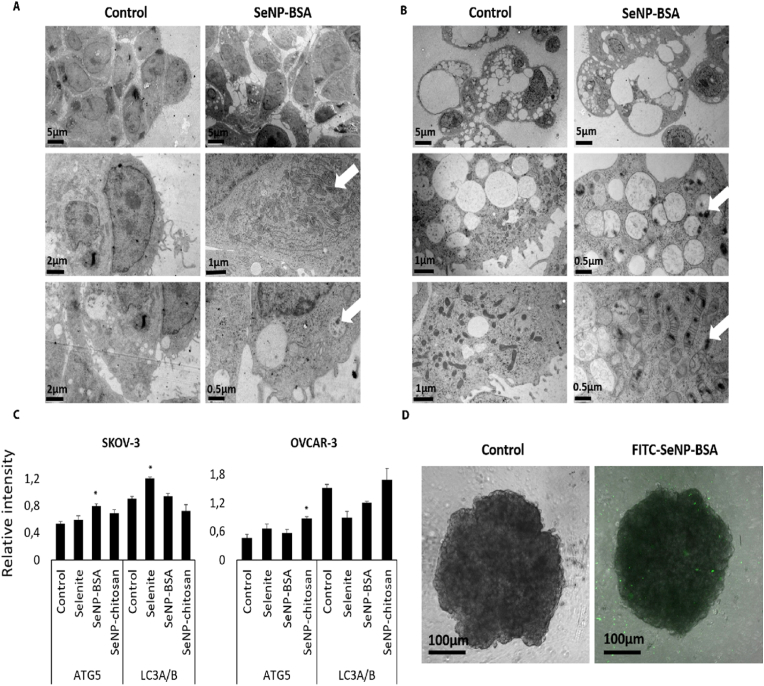
SeNP accumulation in SKOV-3 and OVCAR-3 spheroids. SeNPs penetrate and accumulate in SKOV-3 and OVCAR-3 spheroids. SKOV-3 (a) and OVCAR-3 (b) cell spheroids were treated with BSA-SeNPs at IC20 concentrations for 24 h and imaged by TEM. Scale bars are displayed on the images (between 0.5 and 5 μm). SeNP accumulation was observed in vesicles and mitochondria. SKOV-3 show a limited accumulation of SeNPs. All images are representative of a minimum of 3 biological repeats. SKOV-3 and OVCAR-3 cell spheroids were treated for 24 h with selenite or SeNPs and profiling autophagy markers (c). Control and selenite treated SKOV-3 displayed similar levels of ATG5 (respectively 0.53 and 0.59), whereas SeNP-BSA treated cells showed a significant increase (0.79, p = 0.05) of ATG5 levels. SeNP-chitosan treated SKOV-3 cells showed a non-significant elevated level of ATG5 (0.68). Selenite, but not SeNPs, had significantly increased LC3B levels in SKOV-3 cells. OVCAR-3 cells displayed an increase of ATG5 expression in the different conditions (selenite 0.65, SeNP-BSA 0.56, SeNP-chitosan 0.87) compared to the control (0.46) that was only significant for SeNP-chitosan (p < 0.05). Data represent the mean ± SD of three biological replicates *p < 0.05 significant vs respective Control (untreated) for each treatment. To determine nanoparticle penetration, SKOV-3 cells were treated with FITC-tagged-SeNP-BSA for 24 h (d). Confocal microscope (Ex 495 nm/Em 521 nm) imaging shows 50 μm z-stacks of a 300 μm diameter spheroid (scale bare 100 μm). Local fluorescence was observed inside the spheroid demonstrating nanoparticle penetration.

### 3.3 Evaluation of Se speciation and ROS response of SeNPs in ovarian cancer models

Insoluble elemental selenium 0 (Se(0)), the main species of Se in SeNPs, elicited a number of similar cellular and molecular responses to aqueous selenite. We therefore sought to understand whether the Se(0) in SeNPs underwent biotransformation to soluble forms of Se upon exposure to ovarian cancer cells and thus account for the similar bioactivity as selenite. Using a combination of HLPC-ICP-MS and synchrotron high energy resolution fluorescence detected X-ray absorption spectroscopy (HERFD-XAS) OVCAR-3 cells were analysed 24 h after treatment with SeNP to evaluate selenium speciation and form (Fig. 4A and B). We found that whilst Se(0) remained present within the cells, the main selenium species was Se(IV), suggesting that SeNPs undergo conversion to form similar species as aqueous selenite, and thus would follow the same biological fate. Furthermore HERFD-XAS identified a 40–60 fold increase in the ratio of selenodigluthatione (GS-Se-SG) compared to untreated cells using reference spectra of compounds representative of the common selenium forms and a linear combination fit [18,24]. Other chemical species that were detected included alkyl selenide as selenocysteine, where an 8–23 fold increase in ratio was observed following only SeNP treatment (Fig. 4C and D).

**Fig. 4:**
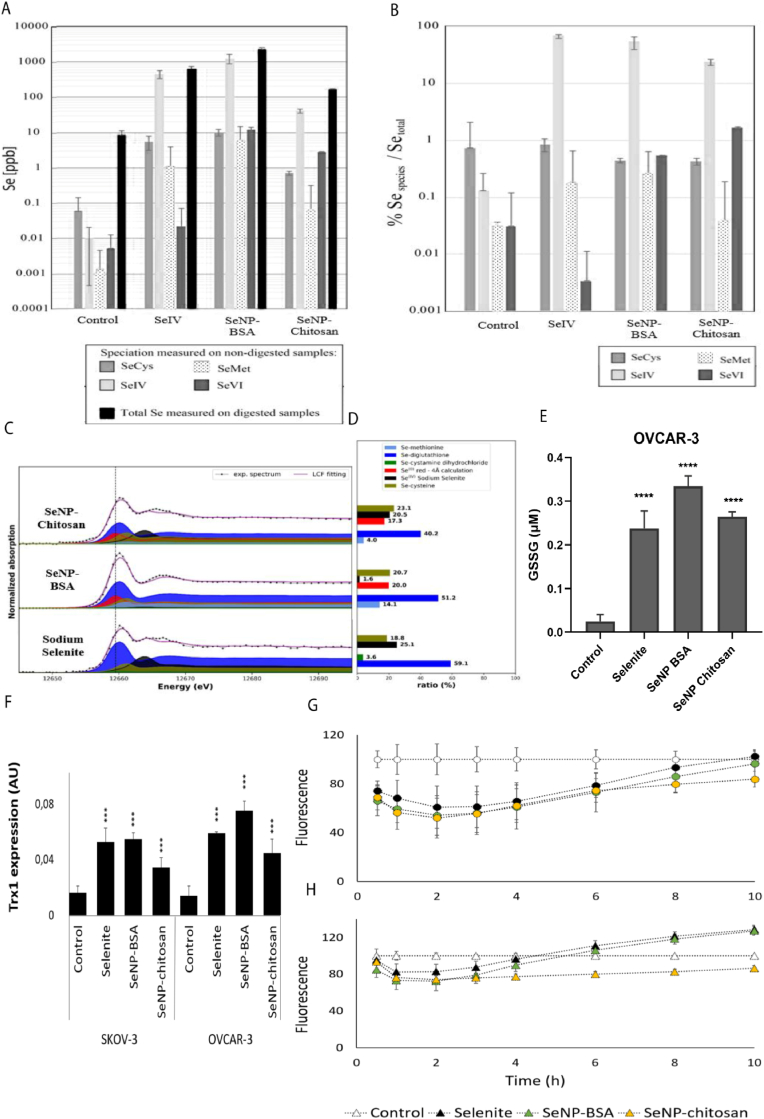
Evaluation of different Se-species and total Se concentration using HPLC-ICP-QQQ-MS on (A) OVCAR-3 cell supernatants after 24 h treatment with SeNPs or sodium selenite, and (B) as a percentage of Se-chemical species normalized by the total Se quantity. SeCys: Selenocysteine, SeMet: Selenomethionine, SeIV: Se(IV) and SeVI: Se(VI). Evaluation of selenium speciation using synchrotron high energy resolution fluorescence detected X-ray absorption spectroscopy (HERFD-XAS) on OVCAR cells after 24 h treatment SeNP and sodium selenite treated at IC20. (C) Linear combination fitting (LCF) of sample by reference selenium species (D) selenium species ratios present in cell samples (Error bar indicates 5% on these proportions). Selenium 0 red was calculated to obtain a reference spectrum that was used in the fit of all samples Measurements were made in duplicate on two different samples. Quantification of GSSG (E) Cells were treated with SeNPs for 24 h before the addition of a GSH blocking agent to prevent GSH reduction and subsequently treated with a reducing agent to convert GSSG/GS-Se-SG to GSH prior to quantification via GSH-dependent conversion of luciferin-NT, a GSH probe, to luciferin by a glutathione-*S*-transferase and showed an increase in GSSG concentrations in OVCAR-3 cells after SeNP treatment. Quantitation was made using a standard curve constructed with 0–16 μM of GSH. The limit of detection was 0.5 nM GSSG The data represents the mean ± SD. Effect of SeNPs and selenite on TrxR1 selenium-related gene expression and ROS production in OVCAR-3 and SKOV-3. (F) TrxR1 expression increased significantly (p < 0.001) TrxR1 RNA levels in SKOV-3 (Relative value of 0.01 control, 0.05 selenite and SeNP-BSA, 0.03 SeNP-chitosan) and OVCAR-3 (Relative value of 0.01 control, 0.06 selenite, 0.07 SeNP-BSA and 0.04 SeNP-chitosan) after 24 h of treatment with SeNPs or selenite. SKOV-3 (G) and OVCAR-3 (H) cells were incubated with ROS probes and treated with IC20 concentrations of SeNPs or selenite. ROS red fluorescent assay results showed that all treatments caused a decrease the production of ROS in SKOV-3 cells. In OVCAR-3 cells, following SeNP-BSA and selenite exposures ROS production peaked above control levels after 6h. The data represents the mean ± SD of three individual experiments. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

The introduction of Se into a biological system can result in the increase of both glutathione disulfide GSSG and selenodiglutathione GS-Se-SG from glutathione GSH and SeO3(^2-^), and consequently, can both be reduced to GSH [25,26]. We assessed the accumulation of GSSG/GS-Se-SG using a direct luminescence assay. Increases in GSSG/GS-Se-SG ratios were observed in response to SeNP treatment in both OVCAR-3 (Fig. 4E) and SKOV-3 cells (Supplementary Fig. S3). SeNP treatment also resulted in an anticipated increase in thioredoxin reductase 1 (TrxR1) expression, which catalyses the conversion of SeO3(^2-^) to H2Se (Fig. 4F). Corresponding oxidative stress responses were determined using a cell permeable fluorescent ROS probe, demonstrating a rapid 20–50% ROS response decrease over the first 3 h following SeNP treatment followed by gradual increase thereafter (Fig. 4G and H).

### 3.4 Selenium induced histone methylation occurs via histone methyltransferase activity

Cellular responses to selenium occur through multiple processes and includes the redox activity of selenoproteins that have incorporated selenocysteine resulting in a protective function against oxidative stress. 

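RNA was sequenced from spheroids of SKOV-3 and OVCAR-3, each left untreated or exposed for 24 h to sodium selenite, to selenium nanoparticles coated with bovine serum albumin (SeNP-BSA) or to those coated with chitosan (SeNP-chitosan). Spheroids had been seeded at 5000 cells per well and grown for 24 h, and 96 of them were pooled per condition, which gave 8 libraries, 1 for each condition. The paper states IC20 concentrations for spheroids of 0.3 µg/ml selenite, 0.15 µg/ml SeNP-BSA and 0.15 µg/ml SeNP-chitosan in SKOV-3, and of 0.3, 0.6 and 0.6 µg/ml in OVCAR-3. For monolayers it states 3, 6 and 13 µg/ml in SKOV-3 and 40, 20 and 18 µg/ml in OVCAR-3.
Reads had been aligned by the authors to human transcripts of the hg38 assembly with Bowtie2 and assigned to RefSeq transcripts with eXpress. The deposited counts, which are labelled effective counts, were summed here over the transcripts of each gene and rounded. The sums of named genes were 24473312, 33946989, 33044661 and 27640564 in the control, selenite, SeNP-BSA and SeNP-chitosan libraries of SKOV-3, and 30471822, 28417014, 29998474 and 31737354 in those of OVCAR-3. Genes of ribosomal RNA held 0.413, 0.861, 1.38 and 1.10% of these sums in SKOV-3 and 0.938, 0.949, 1.45 and 1.51% in OVCAR-3, in the same order. Counts were scaled by the trimmed mean of M values, and 14638 genes in SKOV-3 and 15053 in OVCAR-3 had a mean of at least 10 over the 4 libraries of the line. Fold changes are log2 ratios over the control library of the line with 1 added to each count. Where 3 values follow each other, they are those under selenite, SeNP-BSA and SeNP-chitosan, in this order. An error after a mean log2 fold change is the SD over the 3 treated libraries. An error after an edgeR estimate is an approximate standard error, worked back from the estimate and its test, and can be too small for a control with few counts.
Because each condition has 1 library, the difference between a treated library and its control has no replicate check. The edgeR tests took the 3 treated libraries as samples of selenium against the control, so a p-value covers the spread between treatments and not that between repeats of the control. For a single library against its control, 95% intervals cover counting alone. These intervals and the reads given take each rounded count as 1 read. An effective count need not equal a number of reads, so both are approximate. A list of genes was compared with 10000 random lists matched in abundance, and its percentile is the place of its median among theirs.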

Having established that SeNP treatment results in intracellular accumulation mostly as Se(IV), we sought to establish whether the similarities in biological effects seen between selenite and SeNP treatments also occurred at the level of transcription by RNA-seq analysis (Supplementary Fig. S2).

Selenium treatment induced the expression of genes encoding selenoproteins (Supplementary Fig. S4). 

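Among genes of selenoproteins, which carry selenocysteine, GPX2 and GPX1 encode glutathione peroxidases, SELENOH a nucleolar protein of redox control and SELENON a protein of calcium handling in the endoplasmic reticulum. In SKOV-3, TXNRD1, SELENOI, SELENOT, GPX2 and SELENOF rose with selenium and GPX1 and SELENOW fell when adjusted over the list alone. In OVCAR-3, SELENOW, SELENON, SELENOH, GPX1 and TXNRD1 rose by the same test and no member fell. GPX2 (chromosome 14, 64939158 to 64942745, overlapping 1 other gene) had 25.3 counts in the SKOV-3 control and log2 fold changes of 2.28, 1.87 and 1.17 (edgeR 1.88 ± 0.54, adjusted p = 0.0321 over the list alone). In OVCAR-3 it had 0 counts in the control and at least 6.65-fold more under selenite.
GPX1 had log2 fold changes of -0.64, -0.72 and -0.37 in SKOV-3 and 0.71, 0.52 and 0.59 in OVCAR-3, SELENOH of -0.31, -0.071 and -0.11 and 0.93, 0.71 and 0.89, and SELENON of -0.087, -0.25 and -0.023 and 0.90, 0.90 and 0.88. SELENOF, of the quality control of folding in the endoplasmic reticulum, had 0.54, 0.72 and 0.38 in SKOV-3 and -0.41, -0.11 and -0.16 in OVCAR-3. GPX3, a secreted glutathione peroxidase, was below the limit of 10 counts in SKOV-3 and had 0.89, 1.05 and 0.31 in OVCAR-3. The response was higher in OVCAR-3 than in SKOV-3 for SELENOW, GPX1, SELENON and SELENOH by the edgeR interaction test adjusted over the list alone, with adjusted p = 0.00518 for GPX1, 0.00396 for SELENON and 0.00798 for SELENOH.
Of 25 selenoprotein genes, 20 were measured in SKOV-3 and 21 in OVCAR-3, with list medians of 0.040 (percentile 57.2) and 0.26 (percentile 99.99). Over all genes edgeR called 0 members in either line, against 5 up and 2 down in SKOV-3 and 5 up in OVCAR-3 when adjusted over the list alone. At unadjusted p under 0.05 there were 5 up and 2 down in SKOV-3 and 7 up and 1 down in OVCAR-3, and DESeq2 over all genes called 4 up and 2 down, and 4 up and 0 down. Over both lines camera gave adjusted p = 0.0270 with a preset correlation of 0.01 and adjusted p = 0.480 with an estimated correlation.

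**Figure D1:**
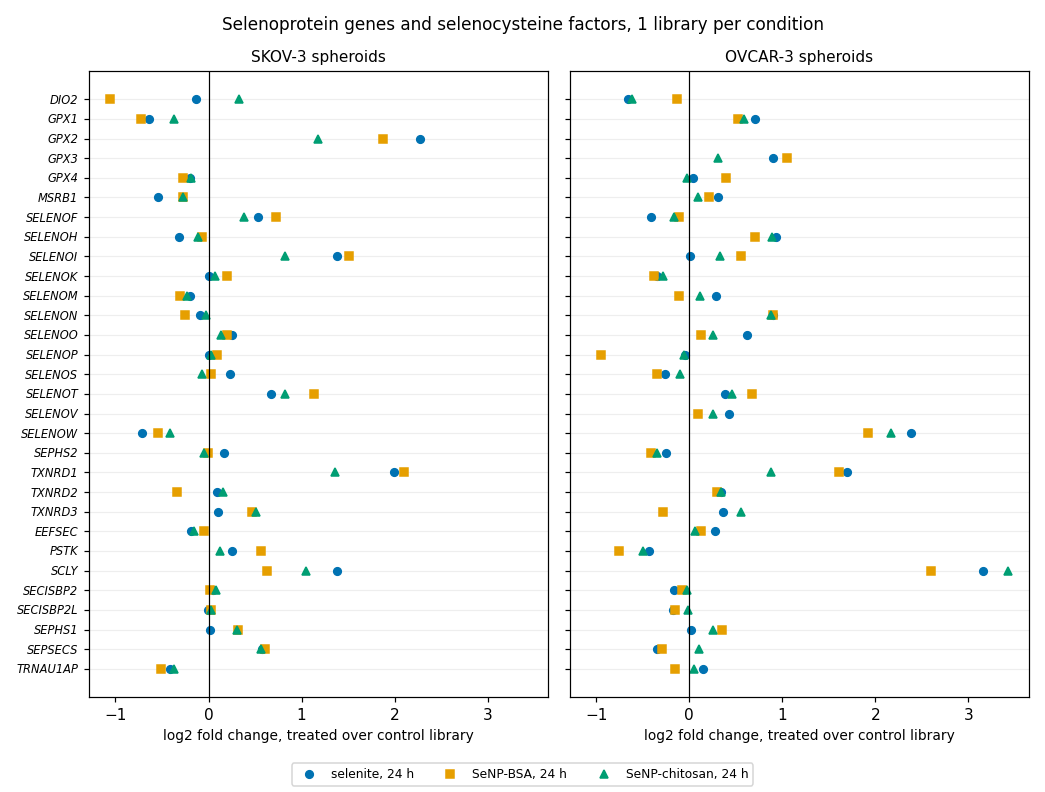
Each line is a gene of a selenoprotein or of a factor of selenocysteine synthesis and insertion, and each point is the log2 fold change of 1 treated library over the control library of SKOV-3 (left) or OVCAR-3 (right) spheroids. SELENOW lies at -0.56 on average in SKOV-3 and at 2.15 in OVCAR-3.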

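SELENOI makes phosphatidylethanolamine, SELENOT is a thioredoxin-like protein of the endoplasmic reticulum, SELENOS takes part in the export of misfolded proteins from it, and SCLY frees selenium from selenocysteine. SELENOT (chromosome 3, 150603321 to 150630436) rose over both lines, with log2 fold changes of 0.67, 1.13 and 0.83 in SKOV-3 and 0.38, 0.67 and 0.46 in OVCAR-3 (edgeR 0.71 ± 0.16, adjusted p = 0.0151 over the selenoproteins alone). SCLY (chromosome 2, 238061001 to 238099413, overlapping 1 other gene) also rose over both lines, by edgeR 2.08 ± 0.58 (adjusted p = 0.0405 over the 8 selenocysteine factors alone). SELENOI rose in SKOV-3, by 1.38, 1.51 and 0.82 (edgeR 1.27 ± 0.27, adjusted p = 0.0165 over the list alone).
SCLY was at 12.0 counts in the SKOV-3 control, with log2 fold changes of 1.39, 0.63 and 1.04, and at 4.96 in the OVCAR-3 control, with 3.15, 2.60 and 3.42. Within OVCAR-3 its adjusted p was 0.0257 over the factors alone (edgeR). Its selenite library in OVCAR-3 was at a fold of 10.5 (4.21 to 33.7) by counting. SELENOI (chromosome 2, 26346143 to 26395885) had 0.0047, 0.56 and 0.33 in OVCAR-3, where its adjusted p over the list alone was 0.340. Its coding transcript NM_033505 went from 535 counts to 2447, 2485 and 1584 in SKOV-3 and from 1901 to 2131, 3614 and 2710 in OVCAR-3, and the noncoding NR_137633 from 1440 to 2708, 3193 and 1907 in SKOV-3. SELENOS had 0.23, 0.025 and -0.071 in SKOV-3 and -0.26, -0.34 and -0.097 in OVCAR-3, with adjusted p of 0.820 and 0.340 over the list alone.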

Selenoprotein I, S and T and selenocysteine lyase (SCLY) expression increased in both cell types, with increased SCLY expression suggesting the transformation of selenium to selenocysteine SeCys is likely to be occurring [27]. 

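SECISBP2 binds the selenocysteine insertion element of selenoprotein mRNAs, SEPSECS makes selenocysteine on its tRNA, TRNAU1AP binds that tRNA, and SELENOW is a small selenoprotein of redox control. SELENOW (chromosome 19, 47778703 to 47784682) fell in SKOV-3 and rose in OVCAR-3 when adjusted over the selenoproteins alone, with edgeR estimates of -0.55 ± 0.15 (adjusted p = 0.0321) and 2.17 ± 0.24 (adjusted p = 0.00228). Its difference between the lines was 2.73 ± 0.29 (adjusted p = 2.22e-04 over the list alone). SEPSECS was higher in each treated library of SKOV-3 and TRNAU1AP was lower in each.
SECISBP2 (chromosome 9, 89318500 to 89367117) had log2 fold changes of 0.045, 0.011 and 0.078 in SKOV-3 and -0.16, -0.080 and -0.024 in OVCAR-3, from 673 and 1168 counts in the controls. SEPSECS (chromosome 4, 25120014 to 25160582) had 0.58, 0.61 and 0.56 and -0.34, -0.30 and 0.099, with adjusted p of 0.0660 in SKOV-3 over the factors alone. TRNAU1AP had -0.42, -0.51 and -0.37 and 0.15, -0.15 and 0.051. Its coding transcript NM_017846 held 1554 counts in the SKOV-3 control and 1136, 1051 and 1147 under treatment, and its noncoding transcript NR_003109 held 57.1 and then 72.8, 90.5 and 98.7. The gene of the selenocysteine tRNA itself has no transcript among the counts. The 8 factors had medians of 0.13 (percentile 77.6) in SKOV-3 and -0.036 (percentile 34.4) in OVCAR-3. Adjusted over the list alone edgeR called 0 in SKOV-3 and SCLY in OVCAR-3, and 0 over all genes in either line. At unadjusted p under 0.05 there were 1 up and 1 down in SKOV-3, and 1 up and 1 down in OVCAR-3. DESeq2 called 0 up and 0 down in SKOV-3 and 0 up and 0 down in OVCAR-3. It gave SCLY no adjusted p in SKOV-3, so SCLY could not be called there.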

Other differentially expressed selenoprotein genes included SECI binding protein 2, selenocysteine tRNA synthase and tRNA selenocysteine 1 that were upregulated in SKOV-3, whereas in OVCAR-3 selenoprotein was upregulated but decreased in SKOV-3. 

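SELENBP1 binds selenium without selenocysteine and oxidizes methanethiol, and SELENOP (SEPP1) is the plasma selenoprotein that carries selenium between tissues. SELENBP1 (chromosome 1, 151364304 to 151372705) was lower in the selenite and SeNP-BSA libraries of SKOV-3, with log2 fold changes of -1.21, -0.66 and -0.073 from 118 counts. In OVCAR-3 it had 0.029, -1.43 and -0.44 from 2309 counts, so the SeNP-BSA library was at 0.371 (0.342 to 0.402) times the control by counting. SELENOP (chromosome 5, 42799880 to 42811892, overlapping 1 other gene) was near its control in SKOV-3, with 0.0044, 0.093 and 0.030 from 1412 counts. In OVCAR-3 it had -0.050, -0.95 and -0.057 from 2778 counts, lower in the SeNP-BSA library alone. Neither gene had an edgeR adjusted p under 0.05 over all genes, at 0.453 and 0.821 for SELENBP1 and 0.877 and 0.854 for SELENOP in SKOV-3 and OVCAR-3, and over the selenoproteins alone SELENOP had 0.820 and 0.510.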

Selenium transport selenoproteins SELENBP1 and SEPP1 expressions were not modified through selenium treatment.

Interestingly, SeNPs also induced the expression of several HMT encoding genes including EZH2 which methylates H3K27me3, SETD7 [28] (H3K4me3) and SUV39H2/KMT1B [29,30] (H3K9me3), whilst expression levels of the HMTs EHMT2/G9a and EHMT1/GLP that methylate H3K9me2 were relatively unaffected (Fig. 5). 

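EZH2 is the catalytic subunit of Polycomb repressive complex 2, SETD7 methylates H3K4 and several other proteins, SUV39H2 methylates H3K9, and EHMT1 and EHMT2 act as a pair on H3K9. EZH2 (chromosome 7, 148807383 to 148884291) was higher in each treated library of SKOV-3, with log2 fold changes of 0.52, 0.56 and 0.34, and in OVCAR-3 was higher under SeNP-BSA alone, with -0.090, 0.54 and -0.15. SETD7 (chromosome 4, 139492974 to 139556219) was higher in each library, with 0.23, 0.63 and 0.43 in SKOV-3 and 0.095, 0.46 and 0.35 in OVCAR-3. SUV39H2 (chromosome 10, 14878866 to 14904315, overlapping 1 other gene) was higher in SKOV-3, with 0.61, 0.76 and 0.39, and on either side of its control in OVCAR-3, with -0.23, 0.31 and 0.18. EHMT1 was lower in each library of SKOV-3, with -0.45, -0.31 and -0.25, and had 0.18, 0.12 and 0.13 in OVCAR-3, while EHMT2 had -0.23, -0.14 and 0.085 and 0.19, -0.13 and 0.070.
By edgeR with the 25 measured methyltransferases of Fig. 5A as the list, the adjusted p in SKOV-3 was 0.197 for EZH2, 0.197 for SETD7, 0.197 for SUV39H2, 0.197 for EHMT1 and 0.697 for EHMT2. In OVCAR-3 it was 0.814, 0.396, 0.814, 0.551 and 0.821, so none of these 5 genes passed in either line. In SKOV-3 the transcripts NM_024670 and NR_034181 of SUV39H2 rose with its sum, and in OVCAR-3 they moved in opposite directions. The coding NM_024670 held 39.5 counts in the SKOV-3 control and 88.6, 81.2 and 153 under treatment, and 2.00e-04 and then 11.8, 100.3 and 74.7 in OVCAR-3. The noncoding NR_034181 held 314 and then 471, 432 and 428 in SKOV-3, and 346 and then 57.6, 273 and 187 in OVCAR-3. How eXpress divides reads between transcripts that share most of their sequence is uncertain, so these values carry more error than the sum.

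**Figure D2:**
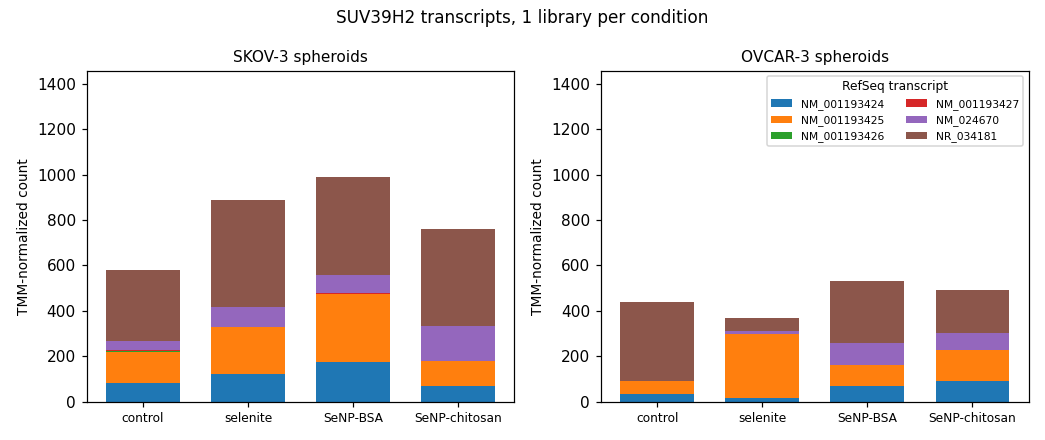
Each bar is 1 library of SKOV-3 (left) or OVCAR-3 (right) spheroids and its colors give the normalized counts assigned to the 6 RefSeq transcripts of SUV39H2. In the OVCAR-3 selenite library NM_001193425 holds 283 counts against 55.7 in the control.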

Whilst selenium has been purported to modulate DNA methylation due to changes in DNMT RNA levels following selenium exposure, this is the first observation of any wider involvement of selenium in the regulation of epigenetic mechanisms involving methylation [31,32]. Changes in the expression level of other potential HMTs (as well as lysine demethylases, KDMs) were also observed, although several of the predicted HMTs require further experimental validation to confirm their precise function [33] (Supplementary Fig. S5).

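METTL2A methylates cytosine in tRNA, METTL4 methylates adenine in DNA and small nuclear RNA, and TMT1B is a thiol methyltransferase. In SKOV-3, METTL2A and METTL4 rose and TMT1B fell when adjusted over the other methyltransferases of the supplementary heatmap alone. METTL2A had log2 fold changes of 0.64, 0.78 and 0.59, METTL4 of 0.68, 0.83 and 0.58 and TMT1B of -1.08, -0.92 and -0.67 (edgeR adjusted p = 0.0460, 0.0460 and 0.0460 over the list alone). METTL8, which methylates mitochondrial tRNA, was higher in SKOV-3 with 0.89, 1.07 and 0.68, and CSKMT, the methyltransferase of citrate synthase, was higher in OVCAR-3 with 1.05, 1.31 and 0.87. SMYD3, a lysine methyltransferase, was lower in SKOV-3 with -0.41, -0.32 and -0.21 and had -0.070, -0.41 and 0.13 in OVCAR-3.
Among lysine demethylases, KDM1B, which acts on H3K4, had 0.14, 0.51 and 0.39 in SKOV-3 and 0.039, 0.039 and 0.16 in OVCAR-3. KDM6B, which acts on H3K27me3, had 0.66, -0.27 and -0.13 and 0.11, 0.49 and 0.17. KDM4B, which acts on H3K9me3, was lower under selenite and SeNP-BSA in SKOV-3 with -0.59, -0.41 and -0.023, and PHF2 was higher in OVCAR-3 with 0.38, 0.43 and 0.43. The 20 demethylases had medians of 0.020 (percentile 49.1) in SKOV-3 and 0.099 (percentile 88.8) in OVCAR-3, and edgeR called 0 of them, adjusted over the list alone or over all genes. At unadjusted p under 0.05 there were 0 up and 0 down in SKOV-3 and 1 up and 0 down in OVCAR-3, and DESeq2 called 0 in SKOV-3 and 0 in OVCAR-3.
The other methyltransferases had medians of 0.047 (percentile 70.6) over 39 genes in SKOV-3 and -0.051 (percentile 9.26) over 41 in OVCAR-3. Beside the 3 calls above and 0 in OVCAR-3, edgeR over all genes called 0, unadjusted p under 0.05 gave 5 up and 3 down in SKOV-3 and 1 up and 0 down in OVCAR-3, and DESeq2 called 4 up and 1 down in SKOV-3 and 0 up and 0 down in OVCAR-3. The study chose the members shown in its heatmap, with these libraries at hand, so the list is not independent evidence.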

**Fig. 5:**
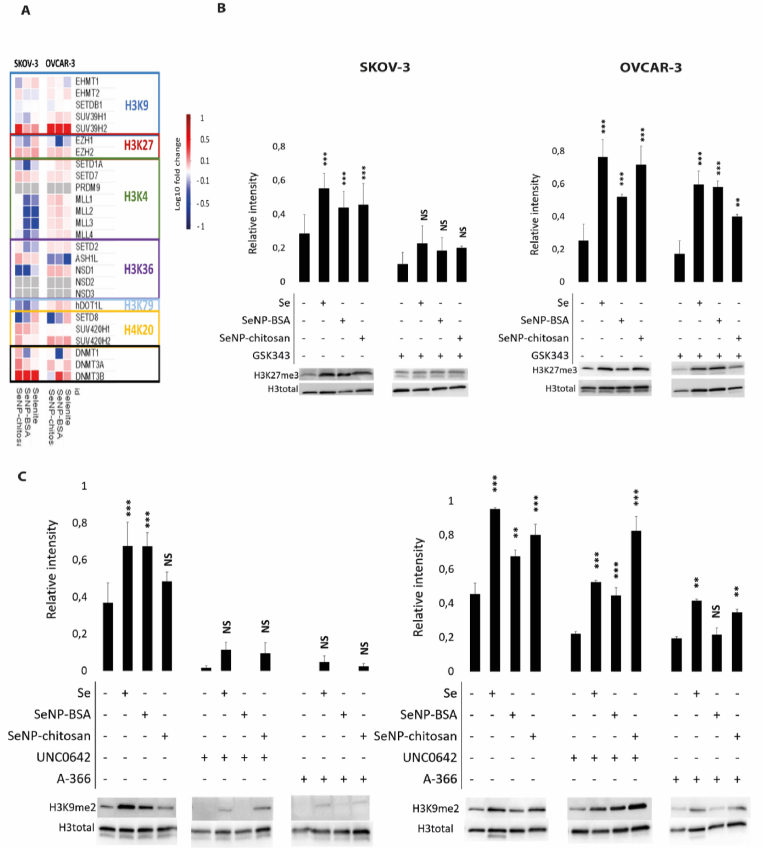
Histone methylation in ovarian cancer cells treated with selenium and epigenetic probes. Methyl transferase expression patterns in SKOV-3 and OVCAR-3 spheroids treated with IC20 concentrations of SeNPs or selenite. (A) Heatmap of methyltransferase gene expression obtained from RNA-seq analysis for SKOV-3 (left), and OVCAR-3 (right) cells after 24 h of SeNP or selenite selenium treatment. SKOV-3 (left) and OVCAR-3 (right) cells were treated with the epigenetic probes (B) GSK343 for 24h or (C) A366 or UNC0642 for 72 h, with all samples subsequently treated with SeNP or selenite for 24 h after the initial HMT inhibitor treatment. (B) Cells were treated for 24 h with the epigenetic probe GSK343, an inhibitor of the H3K27 HMT EZH2 followed by 24 h with selenite or SeNPs. No control probe was available for GSK343. Selenium treatments significantly (p < 0.01) increased H3K27me3 levels by 2 fold in SKOV-3. In OVCAR-3 selenite and SeNP-chitosan increased H3K27me3 levels by 4-fold (p < 0.001) and by 2-fold with SeNP-BSA treatment (p < 0.01). The presence of GSK343 inhibited H3K27me3 methylation in SKOV-3 cells (p > 0.05) but not significantly in OVCAR-3 although expression was decreased. (C) Cells were treated for 24 h with epigenetic probes A-366 or UNC0642, inhibitors of the H3K9 HMT EHMT2/G9a followed by 24 h with selenite or SeNPs. No control probe was available for A-366 or UNC0642. Selenium treatments significantly (p < 0.001) increased H3K9me2 levels by 2 fold in SKOV-3. In OVCAR-3 selenite and SeNP-chitosan increased levels by 2 fold (p < 0.001) and 1.5 fold with SeNP-BSA treatment (p < 0.01). In SKOV-3 UNC0642 and A-366 treatments decreased the levels of H3K9me2 to almost undetectable levels after 24 h and blocked any effect of selenium treatments. In OVCAR-3, UNC0642 and A-366 treatments decreased levels of H3K9me2 (p < 0.05) and reduced the ability of selenium treatments to increase H3K9me2 levels.

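KMT2A, KMT2B, KMT2C and KMT2D methylate H3K4 at promoters and enhancers, DNMT3B and DNMT1 methylate DNA, KMT5C makes H4K20me3, NSD2 makes H3K36me2 and DOT1L methylates H3K79. KMT5C (chromosome 19, 55339876 to 55348121) was over 1.5-fold higher in each OVCAR-3 library, with log2 fold changes of 1.19, 0.99 and 1.26 from 39.7 counts, and had 0.084, 0.18 and 0.56 in SKOV-3. DNMT3B was higher in each library of each line, with 1.13, 0.69 and 0.26 in SKOV-3 and 0.37, 0.97 and 0.36 in OVCAR-3.
In SKOV-3 the KMT2 genes were lower, KMT2A with -0.58, -0.39 and -0.035, KMT2B with -0.41, -0.45 and -0.18, KMT2C with -1.04, -0.56 and -0.011 and KMT2D with -0.91, -0.68 and -0.17. In OVCAR-3 they were higher, KMT2A with 0.20, 0.83 and 0.42, KMT2B with 0.32, 0.46 and 0.23, KMT2C with 0.055, 0.52 and 0.33 and KMT2D with 0.16, 0.70 and 0.38. DOT1L had -0.32, -0.41 and -0.43 and 0.44, 0.79 and 0.26, NSD2 0.22, 0.41 and 0.26 and 0.31, 0.78 and 0.40, and DNMT1 0.0047, 0.013 and -0.075 and 0.19, 0.48 and 0.075 in SKOV-3 and OVCAR-3. By the interaction test over the list alone, the adjusted p was 0.231 for KMT2A, 0.358 for KMT2C, 0.231 for KMT2D and 0.229 for DOT1L, so no difference between the lines passed.
Of 26 genes of the heatmap 25 were measured, with medians of -0.10 (percentile 5.87) in SKOV-3 and 0.22 (percentile 99.96) in OVCAR-3, where they were 0.16, 0.42 and 0.13 by treatment. The edgeR test called 0 of them in either line, adjusted over the list alone or over all genes, with 3 up and 1 down in SKOV-3 and 1 up and 0 down in OVCAR-3 at unadjusted p under 0.05, and DESeq2 called 0 and 0. The genes were picked for the heatmap by the study, which had these libraries, and are not independent evidence.

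**Figure D3:**
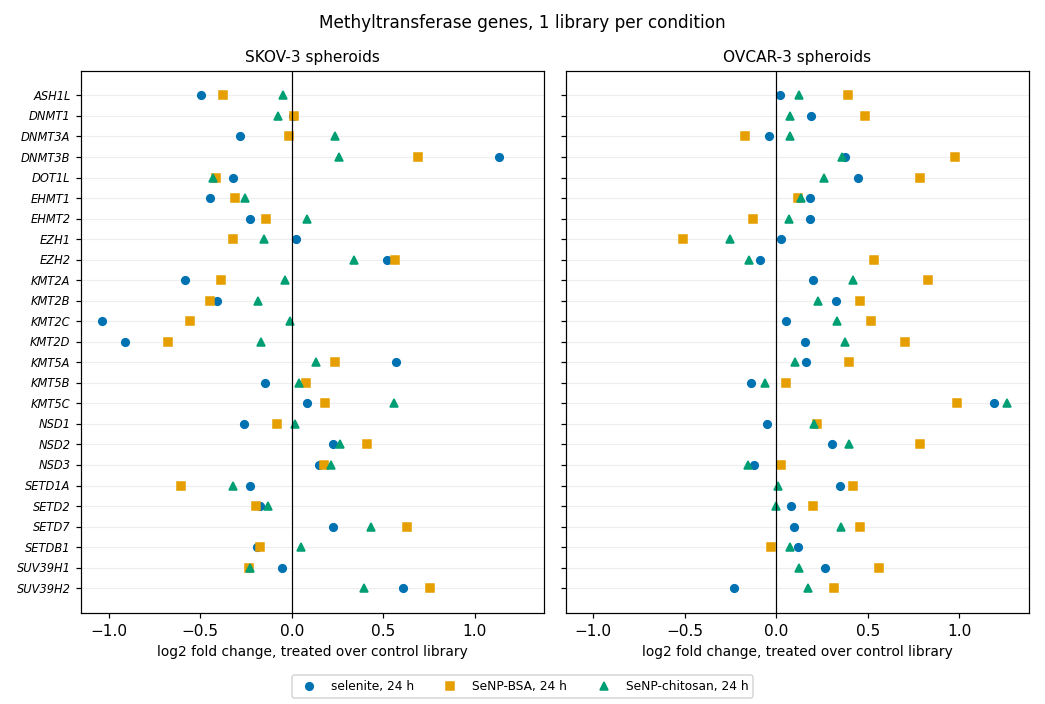
Each line is a methyltransferase gene of Fig. 5A and each point is the log2 fold change of 1 treated library over the control library of SKOV-3 (left) or OVCAR-3 (right) spheroids. KMT2A, KMT2B, KMT2C and KMT2D lie left of 0 in each SKOV-3 library and right of 0 in each OVCAR-3 library.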

To determine whether the increase in expression of HMTs resulted in an increase in histone methylation, the effects on histone methylation marks were investigated. Following 24 h SeNP treatment we observed an increase in levels of H3K27me3 (Fig. 5B) and H3K9me2 (Fig. 5C), rather than at any one specific methylation mark, thus revealing a novel role for selenium in triggering general histone methylation. 

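EZH2 works with EED, which binds H3K27me3, and with SUZ12, which holds the complex together. EED was higher in each treated library of SKOV-3, at folds of 1.45 (1.25 to 1.69), 1.85 (1.60 to 2.15) and 1.58 (1.35 to 1.85) with 95% counting intervals, and SUZ12 had log2 fold changes of 0.60, 0.60 and 0.18. In OVCAR-3, EED had log2 fold changes of -0.34, 0.28 and -0.0051 and SUZ12 of -0.41, 0.088 and -0.28.
The folds of EZH2 with counting intervals were 1.43 (1.31 to 1.57), 1.48 (1.35 to 1.62) and 1.26 (1.15 to 1.39) in SKOV-3 and 0.940 (0.871 to 1.01), 1.45 (1.35 to 1.55) and 0.903 (0.838 to 0.974) in OVCAR-3. Those of SETD7 were 1.17 (1.10 to 1.24), 1.55 (1.46 to 1.64) and 1.35 (1.27 to 1.43) in SKOV-3 and 1.07 (1.01 to 1.13), 1.38 (1.31 to 1.45) and 1.28 (1.21 to 1.35) in OVCAR-3. For EHMT2 they were 0.852 (0.771 to 0.942), 0.907 (0.821 to 1.00) and 1.06 (0.960 to 1.17) in SKOV-3 and 1.14 (1.03 to 1.26), 0.916 (0.820 to 1.02) and 1.05 (0.947 to 1.17) in OVCAR-3. Most counts of SETD7 lay in NM_030648, with 2175 in the SKOV-3 control and 2556, 3387 and 2934 under treatment, and 2509 and then 2654, 3376 and 3166 in OVCAR-3. The EZH2 transcript NM_152998 held 300.2 and then 599, 506 and 426 in SKOV-3, and 472 and then 609, 811 and 707 in OVCAR-3. Not all transcripts of EZH2 rose. NM_001203248 held 394.9 and then 334.6, 387.7 and 124.8 in SKOV-3, and 363.6 and then 263.8, 544.6 and 216.8 in OVCAR-3. These intervals hold no spread between repeats of a condition.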

Whilst upregulation of SETD7 and EZH2 gene expression by selenium might account for increases in H3K4me3 and H3K27me3 methylation, there were no changes in EHMT2 expression.

To confirm this wider effect on histone methylation, inhibitors blocking the activity of specific HMTs were investigated. Inhibition of the H3K27 methylase EZH2 using GSK343 [34] resulted in a significant decrease in H3K27me3 levels in SKOV-3, demonstrating that the effect of selenium is likely to occur through a process that affects the activity of EZH2 in these cells (Fig. 5B), and also in OVCAR-3 cells although the effect of GSK343 was less pronounced. Finally, two different EHMT2 inhibitors, UNC0642 [35] and A-366 [36], essentially ablated H3K9me2 in SeNP treated SKOV-3 cells (Fig. 5C), with a general decrease in H3K9me2 seen in OVCAR-3 cells. 

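PRDM9 (chromosome 5, 23507155 to 23528093) trimethylates H3K4 at sites of meiotic recombination and is active in germ cells. Its 2 transcripts, NM_020227 and NM_001310214, held 0.615 and 0.626 normalized counts in the SKOV-3 control and 0 in each treated library of that line. In OVCAR-3, NM_001310214 held 0.511 in the control and 0, 0.529 and 0.481 under treatment, and PRDM9 transcript NM_020227 held 0.498 in the control, 0 under selenite, 0.519 under SeNP-BSA and 0.470 under SeNP-chitosan. PRDM9 was thus under the floor of 3 counts in each library and below the limit of 10 counts for testing, so no fold change is given.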

The H3K4me3 HMT PRDM9 was not expressed in the cell lines used and correspondingly inhibition of PRDM9 using MRK740 [37] (or the inactive analogue MRK740 N) did not result in a decrease in H3K4 tri-methylation (Supplementary Fig. S4).

### 3.5 SeNP treatment results in decreased levels of the endogenous HMT inhibitor SAH

The SAM/SAH ratio is regarded as an indicator of cellular methylation capacity, and an increase in this ratio predicts a higher cellular methylation status. To determine whether SeNP treatment resulted in any alterations of the SAM:SAH ratio, which could influence HKMT activity in addition to the observed increased expression, an ELISA based approach was used and it was observed that SAM:SAH ratios significantly increased after selenium treatment of ovarian cancer cells (Fig. 6A and B). This increase in the SAM:SAH ratio was due to a significant decrease in observed SAH levels following SeNP exposure, which was greater in OVCAR-3 cells compared to SKOV-3 cells (Fig. 6C and D). It appears therefore that the increased activity of different HMTs, and thus increased levels of histone methylation, can be accounted for by a decreased levels in SAH caused by SeNP treatment. As SAH is hydrolyzed exclusively by adenosylhomocysteinase (AHCY) into HCY, we tested whether the decrease in SAH following SeNP treatment was mediated through AHCY hydrolysis using 3-deazaneplanocin, an AHCY inhibitor. First, we established that a significant decrease in AHCY activity could be achieved using 3-deazaneplanocin (Fig. 6E and F). Having blocked AHCY activity the effect of SeNP treatment on SAH levels was re-examined, and in the presence of the AHCY inhibitor revealed a complete restoration of endogenous SAH levels in the presence of SeNP (Fig. 6C and D) and (Supplementary Fig. S5), demonstrating that the ability of SeNP to overcome intrinsic inhibition of histone methylation by SAH accumulation, most likely occurs through enhancing the conversion of SAH to HCY, and not via a direct effect on histone methylating enzymes.

**Fig. 6:**
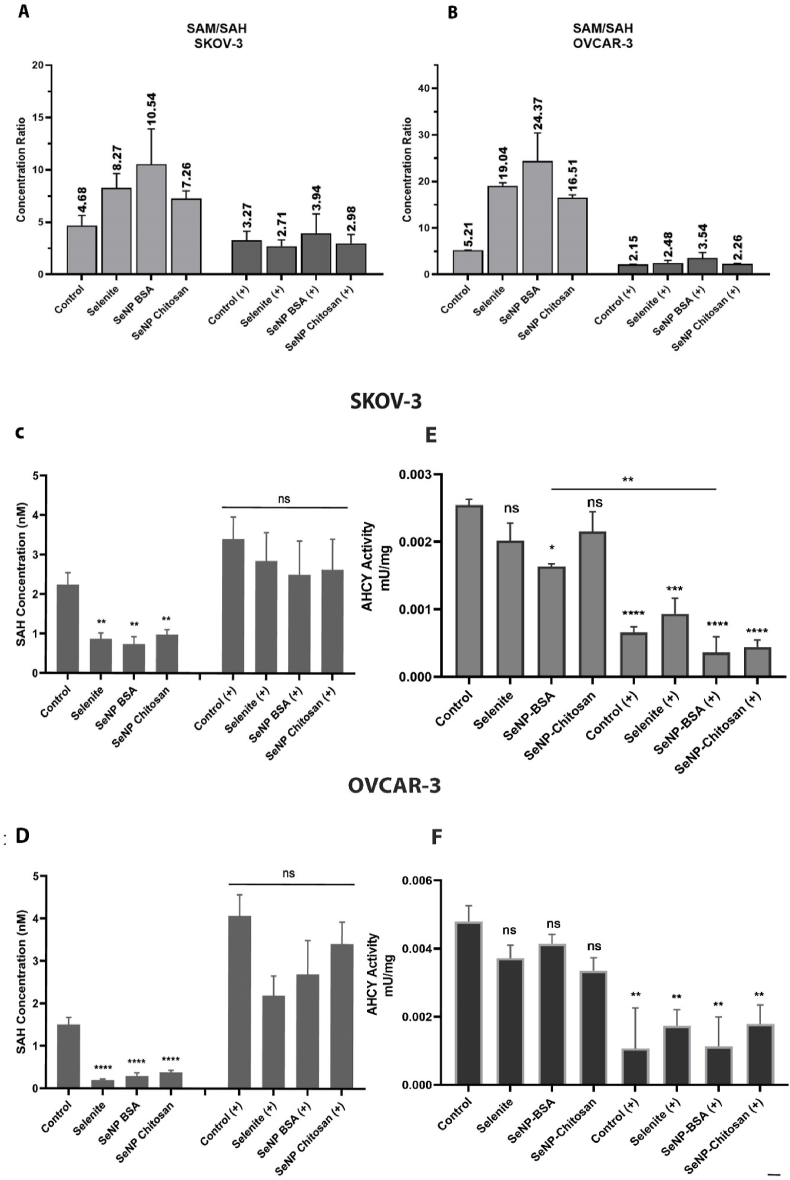
The ratios of SAM to SAH and SAH levels. SAM/SAH ratio was analysed by ELISA and showed an increase in SAM/SAH ratio after selenium treatments in both SKOV-3 (A) and OVCAR-3 (B) with (+) and without AHCY inhibitor. SAH concentrations alter in response to SeNP treatment and inhibition of AHCY. Cells were treated with SeNPs or selenite for 24 h with (+) and without AHCY inhibitor. (C) and (D) SAH levels measured by ELISA, and following all selenium treatments SAH was found to have decreased levels in (C) SKOV-3 and (D) OVCAR-3. This reduction in SAH levels was not observed when cells were treated with the AHCY inhibitor 3-deazaneplanocin at 1 μM for 24 h. (E) and (F) 3-deazaneplanocin effectively inhibits AHCY activity. The concentration of homocysteine in cell extracts was used to determine in vitro AHCY activity, as AHCY hydrolyses SAH to homocysteine and adenosine. Data are mean ± SEM; one-way ANOVA with Tukey multiple comparisons post-hoc analysis; ****p < 0.001, ***p ≤ 0.001, **p < 0.01, *p ≤ 0.05 and ns, not significant vs respective Control (untreated) for each treatment (n = 3 separate experiments). For SeNP-BSA untreated versus treatment was significant (E).

To determine processes that may be regulated by the epigenetic response of ovarian cancer cells to selenium, detailed transcription profiling and gene ontology analysis was undertaken. Specifically, a core set of genes that were regulated by all three selenium treatments (Supplementary Fig. S6A, Table S1) and in both cell types were identified (Supplementary Fig. S6 B, Table S2) and revealed that as well regulating genes involved in oxidative stress including thioredoxin reductase 1 (TXNRD1), selenium also influenced biological pathways and processes including cell adhesion, metal ion binding and protein phosphorylation (Table 1). 

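The genes over 1.5-fold higher under all 3 treatments in both lines included TXNRD1, the cytosolic thioredoxin reductase, NQO1, a quinone reductase, OSGIN1, an oxidative stress growth inhibitor, AKR1B10, AKR1C1, AKR1C2 and AKR1C3, which are aldo-keto reductases, TRIM16, a ubiquitin ligase, and CYP4F11, a cytochrome P450. Many of these genes are known targets of NRF2, the transcription factor of the response to electrophiles and oxidants. TXNRD1 (chromosome 12, 104215779 to 104350307, overlapping 1 other gene) rose over both lines when adjusted over the selenoproteins alone (edgeR 1.65 ± 0.27, adjusted p = 0.00296). Adjusted over the NRF2 targets alone, 22 of 30 rose over both lines, among them NQO1, the pair GCLC and GCLM that makes glutathione, and SRXN1, the sulfiredoxin.
TXNRD1 had log2 fold changes of 1.99, 2.10 and 1.36 from 6679 counts in SKOV-3 and 1.69, 1.61 and 0.88 from 6852 in OVCAR-3. NQO1 had 1.30, 1.58 and 1.38 and 1.55, 1.19 and 0.78 in SKOV-3 and OVCAR-3, OSGIN1 2.41, 1.74 and 1.04 and 2.03, 1.80 and 1.02, TRIM16 1.99, 1.91 and 1.34 and 1.17, 0.85 and 0.62, and CYP4F11 3.76, 3.09 and 1.80 and 1.06, 1.71 and 0.63. AKR1B10 had 7.10, 6.72 and 4.21 from 16.9 counts in SKOV-3 and 1.71, 1.10 and 0.74 in OVCAR-3. AKR1C2 had 2.38, 2.37 and 1.75 and, from 8.93 counts, 4.67, 4.23 and 3.04, and AKR1C3 2.14, 2.16 and 1.56 and 2.67, 1.68 and 0.70. The AKR1C genes share most of their sequence, so how their reads were divided is uncertain. GCLC had 1.98, 1.97 and 1.40 in SKOV-3 and 0.45, 0.39 and -0.013 in OVCAR-3, and SRXN1 2.26, 1.96 and 1.00 and 0.92, 0.94 and 0.47. UGDH, which makes UDP-glucuronate, had 2.04, 2.21 and 1.59 in SKOV-3 and -0.25, -0.038 and 0.10 in OVCAR-3, and TXN, thioredoxin, 1.28, 1.20 and 0.67 and -0.083, -0.12 and -0.27. The response of 3 members was lower in OVCAR-3 than in SKOV-3 by the edgeR interaction test adjusted over the list alone, with adjusted p of 0.0104 for UGDH, 0.0455 for TXN and 0.0455 for GCLC.
The 30 NRF2 targets had medians of 1.33 (percentile 100) in SKOV-3 and 0.50 (percentile 100) in OVCAR-3, with 21 and 8 members over 1.5-fold higher under all 3 treatments. Within a line, 27 members rose in SKOV-3 and 0 in OVCAR-3 when adjusted over the list alone (edgeR). Over all genes edgeR called 0 in either line, unadjusted p under 0.05 gave 27 and 11, and DESeq2 called 23 and 3. Over both lines camera gave adjusted p = 7.84e-25 with a preset correlation of 0.01 and adjusted p = 0.291 with an estimated correlation. None of the 12 list shifts that camera called with the preset correlation was called with an estimated one. The paper concludes that selenium raises histone methylation by a process that involves methyltransferases, some of whose genes it induces, and proposes that the effect runs through faster turnover of S-adenosylhomocysteine to homocysteine rather than direct action on these enzymes. It proposes that this response takes part in signals of cell death and survival.

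**Figure D4:**
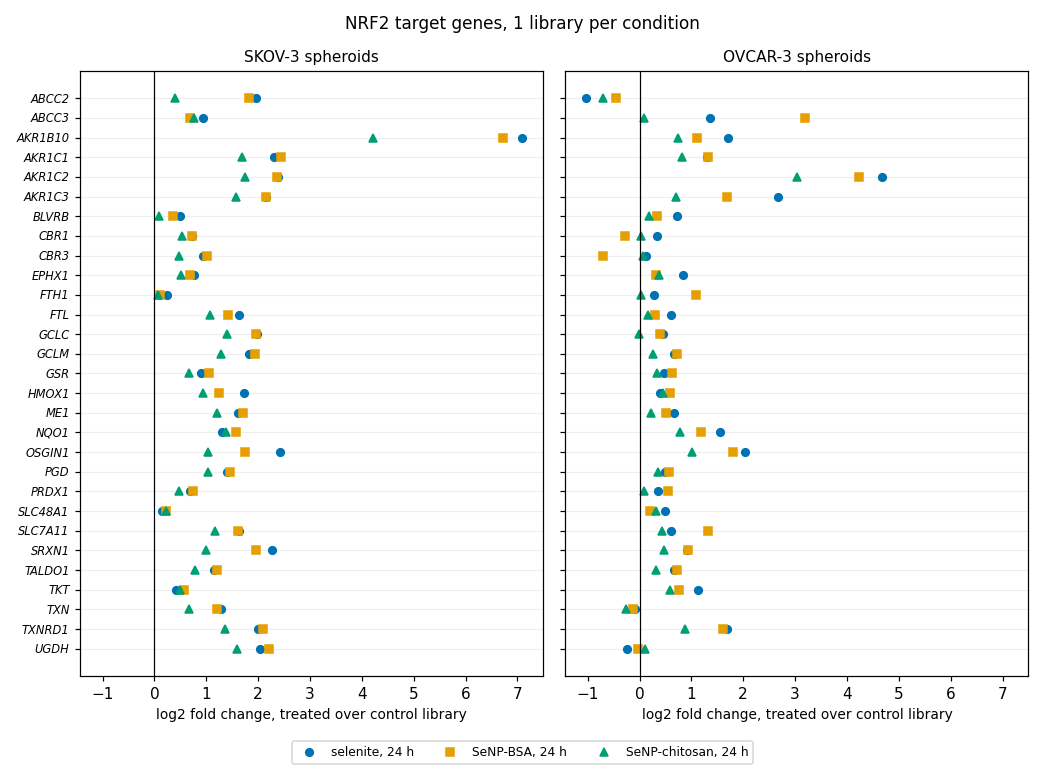
Each line is an NRF2 target gene and each point is the log2 fold change of 1 treated library over the control library of SKOV-3 (left) or OVCAR-3 (right) spheroids. The targets drawn lie right of 0 in each SKOV-3 library, and UGDH, TXN, CBR3 and ABCC2 lie around or left of 0 in OVCAR-3.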

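YAF2 and PCGF2 are subunits of Polycomb repressive complex 1, and SCMH1 is a Polycomb protein that binds methylated histones. YAF2 was over 1.5-fold higher under all 3 treatments in SKOV-3, with log2 fold changes of 0.97, 0.88 and 0.67, and had -0.25, -0.16 and -0.30 in OVCAR-3. PCGF2 was lower in SKOV-3 with -0.51, -0.79 and -0.52 and had 0.42, 0.55 and 0.11 in OVCAR-3. The summed count of SCMH1 (chromosome 1, 41027202 to 41242306) was lower in SKOV-3 with -0.34, -0.73 and -0.56 and had 0.45, 0.44 and 0.12 in OVCAR-3, while its transcript NM_012236 held 0.0254 counts in the SKOV-3 control and 19.8, 39.5 and 10.1 under treatment, and 0 and then 66.7, 1.08 and 30.7 in OVCAR-3. MIER1, a partner of histone deacetylases, had 0.44, 0.84 and 0.50 and -0.29, 0.020 and 0.034, and the histone gene H2BC15 was over 1.5-fold higher in each library, with 0.86, 0.93 and 0.87 and 1.32, 1.93 and 1.18.
The 30 Polycomb members had medians of 0.16 (percentile 94.7) in SKOV-3 and -0.054 (percentile 9.76) in OVCAR-3. Adjusted over the list alone edgeR called 0 in either line, as over all genes, with 8 up and 3 down in SKOV-3 and 0 in OVCAR-3 at unadjusted p under 0.05, and DESeq2 called 2 up and 1 down in SKOV-3 and 0 in OVCAR-3. The adjusted p of YAF2 and PCGF2 over the list alone was 0.0501 and 0.0615 in SKOV-3. By the edgeR interaction test over the list alone the response of 1 member, YAF2, was lower in OVCAR-3 than in SKOV-3 (-1.07 ± 0.23, adjusted p = 0.0495), and DESeq2 called 1 higher and 1 lower. The camera test over both lines gave adjusted p = 0.673 with an estimated correlation.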

Consistent with the model for epigenetic regulation, chromatin remodeling was also an enriched term. To understand the relationship between histone methylation and the expression of apoptotic genes, we performed the analysis of publicly available SKOV-3 ChIP-Seq datasets [19]. Using this approach, we identified persistent H3K27me3 peaks surrounding the proximal and/or core promoter regions of both Bcl-2 and p21 (Supplementary Table 3) suggesting a direct link between histone methylation and the regulation of apoptotic genes. We also identified several differentially upregulated genes that have been associated either positively or negatively with ovarian cancer including WIF1 (wnt inhibitory factor 1) the genomic region of which has been shown methylated in association with Se plasma concentration [38] and with ovarian cancer [39], BCL2 binding component 3 (BBC3/PUMA) the regulation of which contributes to the transduction of cell death signals [40] and BBC3/PUMA has been shown to chemosensitize cisplatin resistant ovarian cancer cells [41], mesothelin (MSLN) linked to ovarian cancer progression [42], vascular endothelial growth factor A (VEGFA) associated with the activation of ovarian cancer initiating cells [43], and SUV39H2 (Conlan and Abdulrahmen, unpublished data) demonstrating the wide impact and important considerations for selenium mediated regulating gene expression.

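BBC3 is a BH3-only activator of apoptosis and a target of p53, VEGFA is the growth factor of blood vessels, MSLN is a surface antigen of mesothelium and ovarian cancer, and WIF1 is a secreted inhibitor of Wnt. The summed count of BBC3 (chromosome 19, 47220824 to 47232860, overlapping 2 other genes) was higher in each treated library of SKOV-3, with log2 fold changes of 2.54, 1.22 and 0.62 from 10.8 counts, and had 0.29, 0.71 and -0.078 from 28.8 in OVCAR-3. Its transcript NM_014417 held 3.19 and then 67.4, 18.6 and 17.0 in SKOV-3, and 9.70 and then 35.1, 47.5 and 22.4 in OVCAR-3. VEGFA (chromosome 6, 43770211 to 43786487) had 0.78, 0.064 and 0.21 in SKOV-3 and 0.55, 1.02 and 0.20 in OVCAR-3.
MSLN (chromosome 16, 760734 to 768865) was lower in each SKOV-3 library, with -0.24, -0.65 and -0.25, and had 0.27, -0.077 and 0.14 in OVCAR-3. Its transcript NM_013404 held 0 counts in the SKOV-3 control and 2.42, 4.09 and 1.53 under treatment, and 22.5 and then 70.0, 56.8 and 64.5 in OVCAR-3. Of the 20 transcripts of VEGFA, NM_003376 held 5.09 and then 68.4, 11.8 and 9.64 in SKOV-3, and 4.71 and then 57.3, 18.6 and 41.9 in OVCAR-3. NM_001171624 had the same value in each library, so these values are not specific to NM_003376. NM_001287044 held more counts in each library. It had 808 and then 1416, 999.7 and 818 in SKOV-3, and 493.5 and then 98.6, 1009 and 514 in OVCAR-3. WIF1 (chromosome 12, 65050626 to 65121305) was at 0 counts in both controls, at 5.55, 0.979 and 3.42 in SKOV-3 and at 2.25, 3.22 and 1.95 in OVCAR-3. The selenite library of SKOV-3 held 6 reads of WIF1, at least 1.45-fold more than a control at the floor of 3 counts, and each other library held 3 or fewer.
Over all genes the edgeR adjusted p of BBC3 was 0.294 in SKOV-3 and 0.886 in OVCAR-3, that of VEGFA 0.434 and 0.767, and that of MSLN 0.451 and 0.881. The 26 measured of 28 genes that the paper names from these libraries had medians of 0.35 (percentile 99.98) in SKOV-3 and 0.11 (percentile 92.8) in OVCAR-3, and are not independent evidence. By edgeR adjusted over the list alone SELENOI, SELENOT and TXNRD1 rose in SKOV-3 and SCLY and SELENOW in OVCAR-3, and camera gave adjusted p = 0.00877 with a preset and adjusted p = 0.291 with an estimated correlation.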

**Table 1:** GO biological process enhanced after 24 h of selenite or SeNP treatment with p-value.

Gene ontology term	P value
oxidoreductase activity	1.5E-1
cell adhesion	5.8E-2
metal ion binding	3.6E-1
protein phosphorylation	4.3E-2
integral component of membrane	7.8E-1
chromatin remodeling	7.7E-2

## 4 Discussion

SeNPs, in contrast to aqueous selenium compounds such as sodium selenite, are reported as well tolerated *in vivo*, and therefore offer a route to unlocking the potential of Se as a therapeutic agent [12]. Indeed, SeNPs had a marked effect on the viability of two distinct ovarian cancer spheroid models evaluated in this study, with SeNPs 2-fold more effective than selenite. Whilst SeNP are composed of Se(0) species, the main selenium species detected within the cells following nanoparticle treatment was Se(IV) suggesting that the effect of SeNPs is likely to be a result of biotransformation into a more available form. Interestingly, whilst the OVCAR-3 form less densely packed spheroids, where nanoparticles might be expected to penetrate more effectively towards cells at the centre of the cell mass [44], the SeNP IC50 was greater than for SKOV-3 which form much more densely packed spheroids. Correspondingly, no difference in penetration depth was observed by TEM indicating that SeNP penetration was similar in both spheroid models. This suggests that the more SeNP tolerant OVCAR-3 spheroids have a different response to SeNP than SKOV-3, and several underlying molecular responses for this were identified.

Histone methylation is associated with apoptosis [45], where the inhibition of H3 methylation at K4 stimulates apoptosis in breast models [46], additionally, H3 methylation at K9 is associated with apoptosis in colon carcinoma cells [47]. SeNP exposure resulted in increased caspase-3 cleavage in SKOV-3 cells suggesting that cell death occurred via apoptosis [48], whereas no apoptosis was induced in OVCAR-3. The cytotoxic effect of SeNP and caspase-3 activation, which was most significant in SKOV3 cells, was related with the general upregulation of ‘Apoptotic metabolic process’ that had the highest enrichment ratio in SKOV3 cells following treatments. 

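PMAIP1 (NOXA) and HRK are BH3-only activators of apoptosis, CYCS is cytochrome c, APAF1 is the scaffold on which it activates caspase-9, CASP8 is a caspase, and XIAP and BIRC3 inhibit caspases. In SKOV-3, PMAIP1 had log2 fold changes of 1.37, 0.98 and 0.38, CYCS of 0.85, 1.33 and 0.83, APAF1 of 0.47, 0.85 and 0.44 and CASP8 of 0.40, 0.35 and 0.44. XIAP had 0.61, 0.72 and 0.51 and BIRC3 1.41, 0.59 and 0.55. HRK had 2.84, 2.44 and 3.05 from 1 read in the control, so its selenite library was at a fold of 12.3 (1.93 to 514) by counting. BIK, another BH3-only gene, was lower with -0.69, -0.43 and -0.16.
In OVCAR-3, PMAIP1 had 0.32, 1.06 and 0.32 and CYCS -0.29, -0.024 and -0.12. The 34 apoptosis regulators had medians of 0.23 (percentile 99.3) in SKOV-3 and 0.14 (percentile 98.8) in OVCAR-3. Adjusted over the list alone edgeR called 0 members in either line, as over all genes, with 10 up and 1 down in SKOV-3 and 0 in OVCAR-3 at unadjusted p under 0.05, and DESeq2 called 2 up in SKOV-3 and 0 in OVCAR-3. The smallest adjusted p over the list alone in SKOV-3 was 0.0670 for CYCS. Over both lines camera gave adjusted p = 5.38e-04 with a preset correlation and adjusted p = 0.498 with an estimated correlation. By the edgeR interaction test over the list alone 0 members differed between the lines. DESeq2 called 0 higher and 1 lower in OVCAR-3 than in SKOV-3 in their response. Lists as a whole were not tested for a difference between the lines.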

We also observed the up-regulation of BCL2 together with corresponding ChIP-Seq peaks associated with H3K27me3 in SKOV3 cells, which together suggest the observed epigenetic response to selenium is likely to contribute to the transduction of cell death and survival signals. Furthermore, in OVCAR-3 cells autophagy was constitutively activated resulting in the intracellular accumulation of SeNPs offering an explanation for the greater resistance of these cells to high levels of selenium. 

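BCL2 (chromosome 18, 63123346 to 63320090) blocks the release of cytochrome c from mitochondria. Its summed count was higher in each treated library of SKOV-3, with log2 fold changes of 0.77, 1.16 and 0.18 from 124 counts, and lower in each of OVCAR-3, with -0.60, -0.68 and -0.35 from 33.7 counts. Its short transcript NM_000657 was near 0 in the SKOV-3 control and at 104, 147 and 0 under treatment, so it held the higher count under selenite and SeNP-BSA and none of it under SeNP-chitosan. The long NM_000633, which encodes the membrane-bound protein, held 124 and then 107, 133 and 139.8. In OVCAR-3, NM_000633 of BCL2 held 31.3 and then 18.9, 17.7 and 26.0. Over the apoptosis regulators alone the edgeR adjusted p of BCL2 was 0.195 in SKOV-3 and 0.697 in OVCAR-3, and the interaction test gave -1.30 ± 0.61 (adjusted p = 0.309).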

Expression analysis of two apoptotic markers, Bcl-2 and p21 (CDKN1A), further supported the notion that OVCAR-3 is less sensitive to SeNP treatment, as SKOV-3 cells showed a decrease in levels of both apoptosis-related proteins, whereas OVCAR-3 cells showed no significant decrease in either marker following nanoparticle treatment. Assessment of autophagy markers [22] suggested that vacuolar structures observed to contain SeNP were unlikely to be autophagosomes as ATG5 levels and LC3 maturation were not consistently increased following SeNP treatments in either cell line, an observation similar to the vacuolation reported following selenite and GS-Se-SG treatment in HeLa cells [49]. A 40–60 fold increase in the ratio selenodigluthatione (GS-Se-SG) compared to untreated cells was identified using HERFD-XAS. These increases in GSSG/GS-Se-SG were observed in response to SeNP treatment in both OVCAR-3 and SKOV-3 cells. GS-Se-GS is a well-known cellular detoxification pathway for Se and heavy metals [50] and our data suggest it may also interact with the SAH pathway.

In addition to changes in the expression levels of selenoproteins genes, selenium caused alterations in the expression of HMT (and KDM) encoding genes (some of which remain to be experimentally validated [33]). 

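Over both lines TXNRD1 and SELENOT were the selenoprotein genes that rose when adjusted over the list alone, and DESeq2 called 2 of the list over all genes. EZH2, SUV39H2, DNMT3B and the other methyltransferases of Fig. 5A had a median of 0.025 over both lines, with 0 calls adjusted over the list alone by edgeR, 4 at unadjusted p under 0.05 and 0 by DESeq2. KDM1B, KDM6B and the other demethylases had 0.055, with 0 calls adjusted over the list alone, 0 at unadjusted p under 0.05 and 0 by DESeq2. The camera test gave adjusted p = 0.726 for the methyltransferases and 0.726 for the demethylases with an estimated correlation. For the other methyltransferases it gave 0.993 in the direction Down, although their median over both lines was 0.032.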

To understand any consequences resulting from changes in the expression of enzymes responsible for affecting epigenetic plasticity we investigated the possibility of selenium inducing epigenetic changes via histone methylation. We demonstrated that both SeNPs and selenite elicited an increase in the levels of H3K27me3 and H3K9me2, rather than at any one specific methylation mark, thus revealing a novel role for selenium in causing general histone methylation. Our study revealed a mechanism whereby selenium-mediated increases in histone methylation occurred through a process involving HMTs, as selenium-induced increases in expression of some HMT genes including EZH2, HMT inhibitors can abrogate this effect. The general increase in histone methylation and inhibition of SeNP mediated methylation by several HMT-specific inhibitors led to the notion that this effect could occur through a ubiquitous process linked to histone methylation. It will be important to determine whether this effect is restricted to cancer cells or whether high levels of selenium result in systemic alterations in histone methylation *in vivo*. Previous studies have shown preferential accumulation of chitosan coated SeNP, functionalised with a targeting peptide, in the liver and tumours in an oesophageal cancer murine model [51]. As the liver is the primary site of selenium accumulation in redox proteins, this is not unexpected. Although a targeting approach was used to demonstrate the effectiveness of SeNP in an *in vivo* model for oesophageal cancer the enhanced permeability and retention effect seen at tumour sites cannot be ruled out for non-targeted SeNP, which may preferentially accumulate in tumours. Furthermore, serum albumin-coated particles such abraxane are recognised by gp60 receptors on endothelial cells forming neovasculature at tumour sites, thus enhancing localised uptake [52].

The methionine metabolic pathway supplies SAM as the methyl-group donor used in histone methylation and generates SAH as a product of the methylation process [53]. SAH functions as an intrinsic HMT inhibitor and its removal from the cellular system due to the presence of high levels of selenium would account for the observed general increases in histone methylation in addition to the observed increase in expression of selected HMTs. Such a decrease in this HMT inhibitor could occur if the metabolic product of SAH, homocysteine (HCY) was actively diverted into the transsulfuration pathway due to the introduction of selenium into this pathway. This would lead to the formation of selenoglutathione (GS-Se-SG) and ultimately selenide (H_2_Se) [54]. We investigated this possibility and observed a significant decrease in SAH following SeNP exposure that was greater in OVCAR-3 cells compared to SKOV-3 cells. SAH levels decreased following SeNP treatment, and this decrease was mediated through AHCY hydrolysis.

Overall we show that SeNP driven increases in histone methylation occur through distinct processes including 1) increasing the activity of HMT due to increasing the levels of expression of the genes encoding these enzymes, the protein products of which can be inactivated by HMT specific inhibitors abrogating the effect of SeNPs and 2) clearance of SAH, possibly due to a ‘pull’ of homocysteine to H_2_Se due to the effects of SeNP on the transsulfuration pathway that resulted in increased levels of selenodiglutathione (Fig. 7). The discovery that selenium, through the activity of HMTs, can modulate histone methylation, a key process in the regulation of global gene expression, highlights the importance of this micro-nutrient. Selenium's pivotal role in redox biology, and its potential applications in cancer [55] and viral [56] therapy, must now also be considered alongside its wider role in the mechanisms of action pertaining to epigenetic processes [32], and for the rationale in advancing anticancer strategies.

**Fig. 7:**
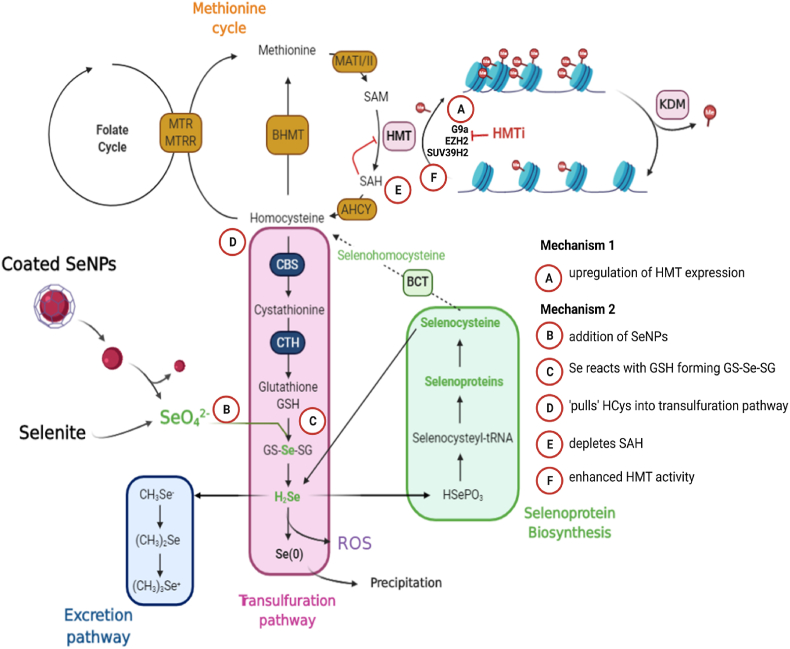
Proposed mechanisms of action for histone methylation induction in ovarian cancer cells. Selenium can influence histone methylation via at least two different mechanisms. **Mechanism 1**. (A) Increasing the expression of HMT genes. **Mechanism 2**. (B) Selenite (SeIV) from the addition of SeNPs or sodium selenite to cancer cells (C) reacts with glutathione GSH forming GS-Se-SG (D) pulling the equilibrium of the methylation SAM-SAH cycle towards homocysteine clearance, (E) depleting endogenous SAH levels thus (F) increasing the activity of HMTs. Histone lysine methyltransferases (HMT), Histone lysine demethylase (KDM), Adenosylhomocysteinase (AHCY), *S*-Adenosylmethionine, (SAM), *S*-Adenosylhomocysteine (SAH), Methionine Synthase Reductase (MTRR), Selenodigluthatione (GS-Se-SG), glutathione GSH. Zeste homolog 2 (EZH2), Euchromatic histone-lysine *N*-methyltransferase 2 (EHMT2/G9a), suppressor of variegation 3–9 homolog 2 (SUV39H2).

## Author contributions

The study was conceived and designed, and critical interpretation of data and drafting of the manuscript were performed by R Steven Conlan, Lewis W Francis and Laurent Charlet. Data collection, data analysis and manuscript drafting were performed by Benoit Toubhans and Nour Al Kafri. Marcos Quintela analysed the RNA sequencing dataset. Se speciation data collection and data analysis were performed by Caroline Bissardon, Sylvain Bohic, and Olivier Proux. Philipp Rathert, Franziska Knodel, Alexandra T. Gourlan and Deyarina Gonzalez contributed to the conception of the project and critical review of the manuscript. The authors read and approved the final manuscript.

## Ethics declarations

The authors declare no competing interests.

## Declaration of competing interest

All authors declare that they have no conflicts of interest.

All authors certify there's no financial/personal interest or belief that could affect their objectivity.

## Data Availability

Data will be made available on request.

# Supplementary material for: Selenium nanoparticles modulate histone methylation via lysine methyltransferase activity and S-adenosylhomocysteine depletion
**Source:** Redox Biol. 2023 Feb 23;61:102641. doi: 10.1016/j.redox.2023.102641
**Supplement:** Multimedia component 1

**Selenium nanoparticles modulate histone methylation via lysine methyltransferase activity and S-adenosylhomocysteine depletion.**

**Authors:** Benoit Toubhans^1, 2,**^, Nour Alkafri^1,**^, Marcos Quintela^1^, David W. James^1^, Caroline Bissardon^3^, Salvatore Gazze^1^, Franziska Knodel^4^, Olivier Proux^5^, Alexandra T. Gourlan^2^, Philipp Rathert^4^, Sylvain Bohic^3,6^, Deyarina Gonzalez^1^, Lewis W. Francis^1^, Laurent Charlet^2^, R. Steven Conlan^1,*^

** contributed equally

# Supplementary information

Supplementary Fig. 1

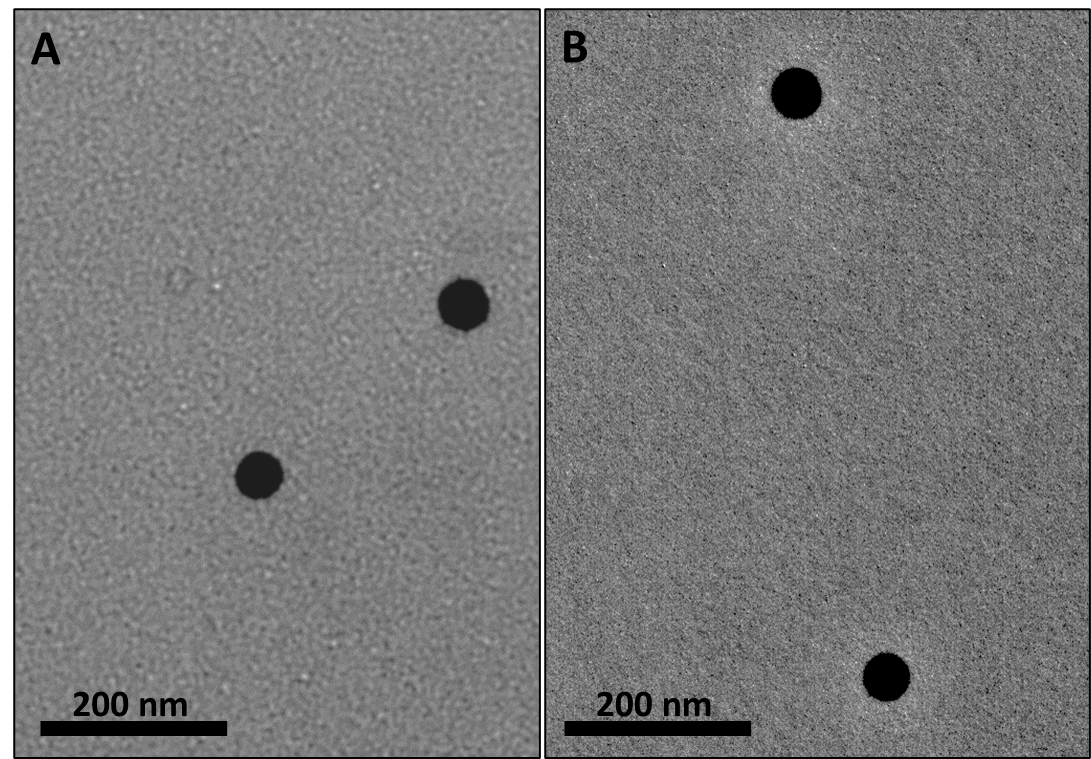

Fig. S1. SeNP characterization and internalization. Representative TEM images of the SeNP-BSA (A) and SeNP-chitosan (B). Transmission Electron Microscopy (TEM) using JEOL 1400-Flash.

Supplementary Fig. 2.

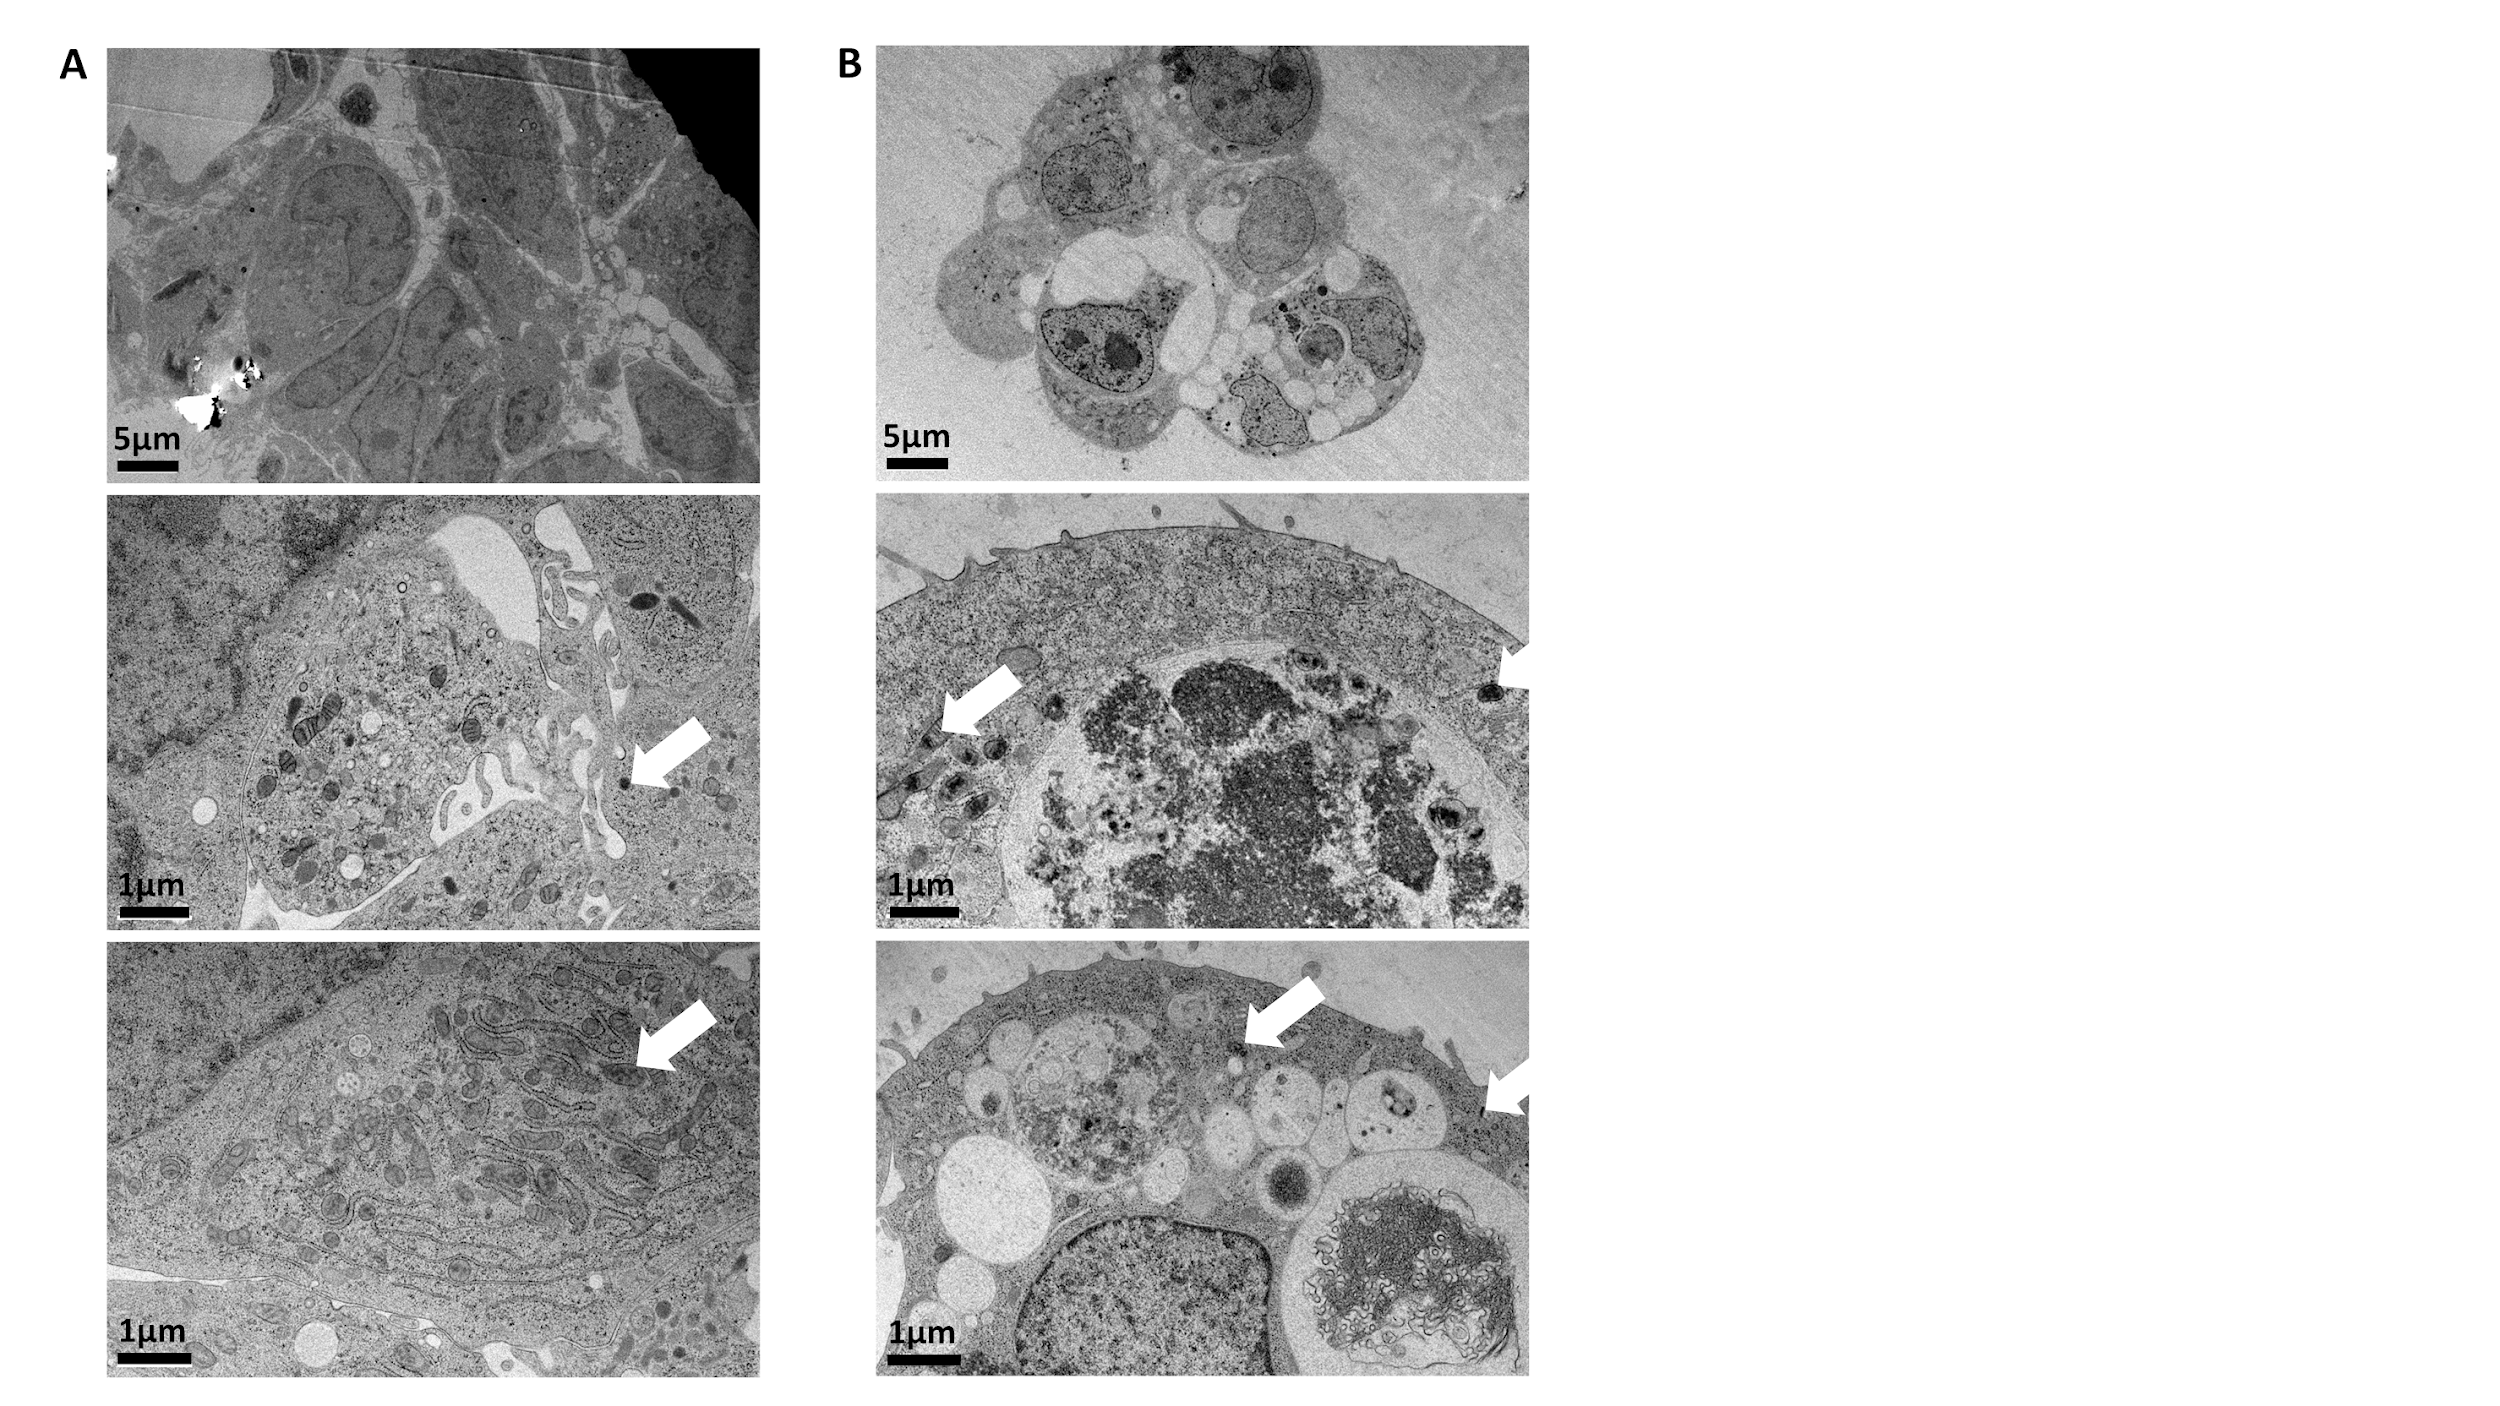

Fig. S2. SeNP-chitosan accumulation in SKOV-3 and OVCAR-3 spheroids.

SKOV-3 (A) and OVCAR-3 (B) cells were grown as 5000 cells spheroids and treated with BSA-SeNPs at sublethal doses for 24 h. TEM preparation was imaged at different magnifications. All images are representative of a minimum 3 biological repeats.

Supplementary Fig. 3

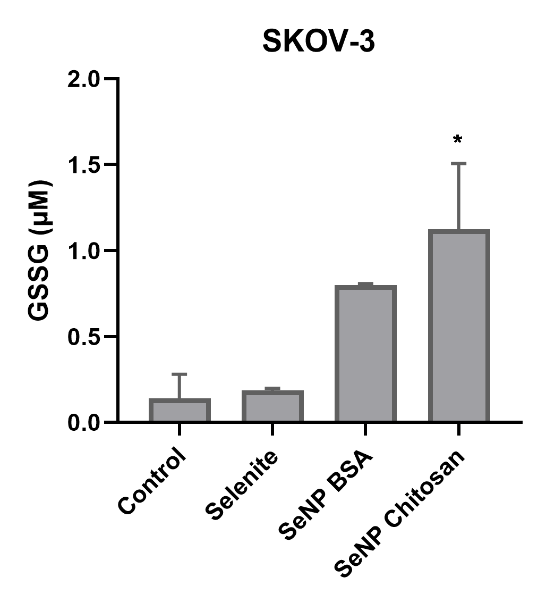

Fig. S3. Quantification of GSSG. SKOV-3 cells were treated with SeNPs for 24 h before the addition of a GSH blocking agent to prevent GSH reduction and subsequently treated with a reducing agent to convert GSSG/GS-Se-SG to GSH prior to quantification via GSH-dependent conversion of luciferin-NT, a GSH probe, to luciferin by a glutathione-S-transferase and showed an increase in GSSG concentrations in SKOV-3 cells after SeNP treatment. Quantitation was made using a standard curve constructed with 0-16 μM of GSH. The limit of detection was 0.5 nM GSSG.

Supplementary Fig. 4

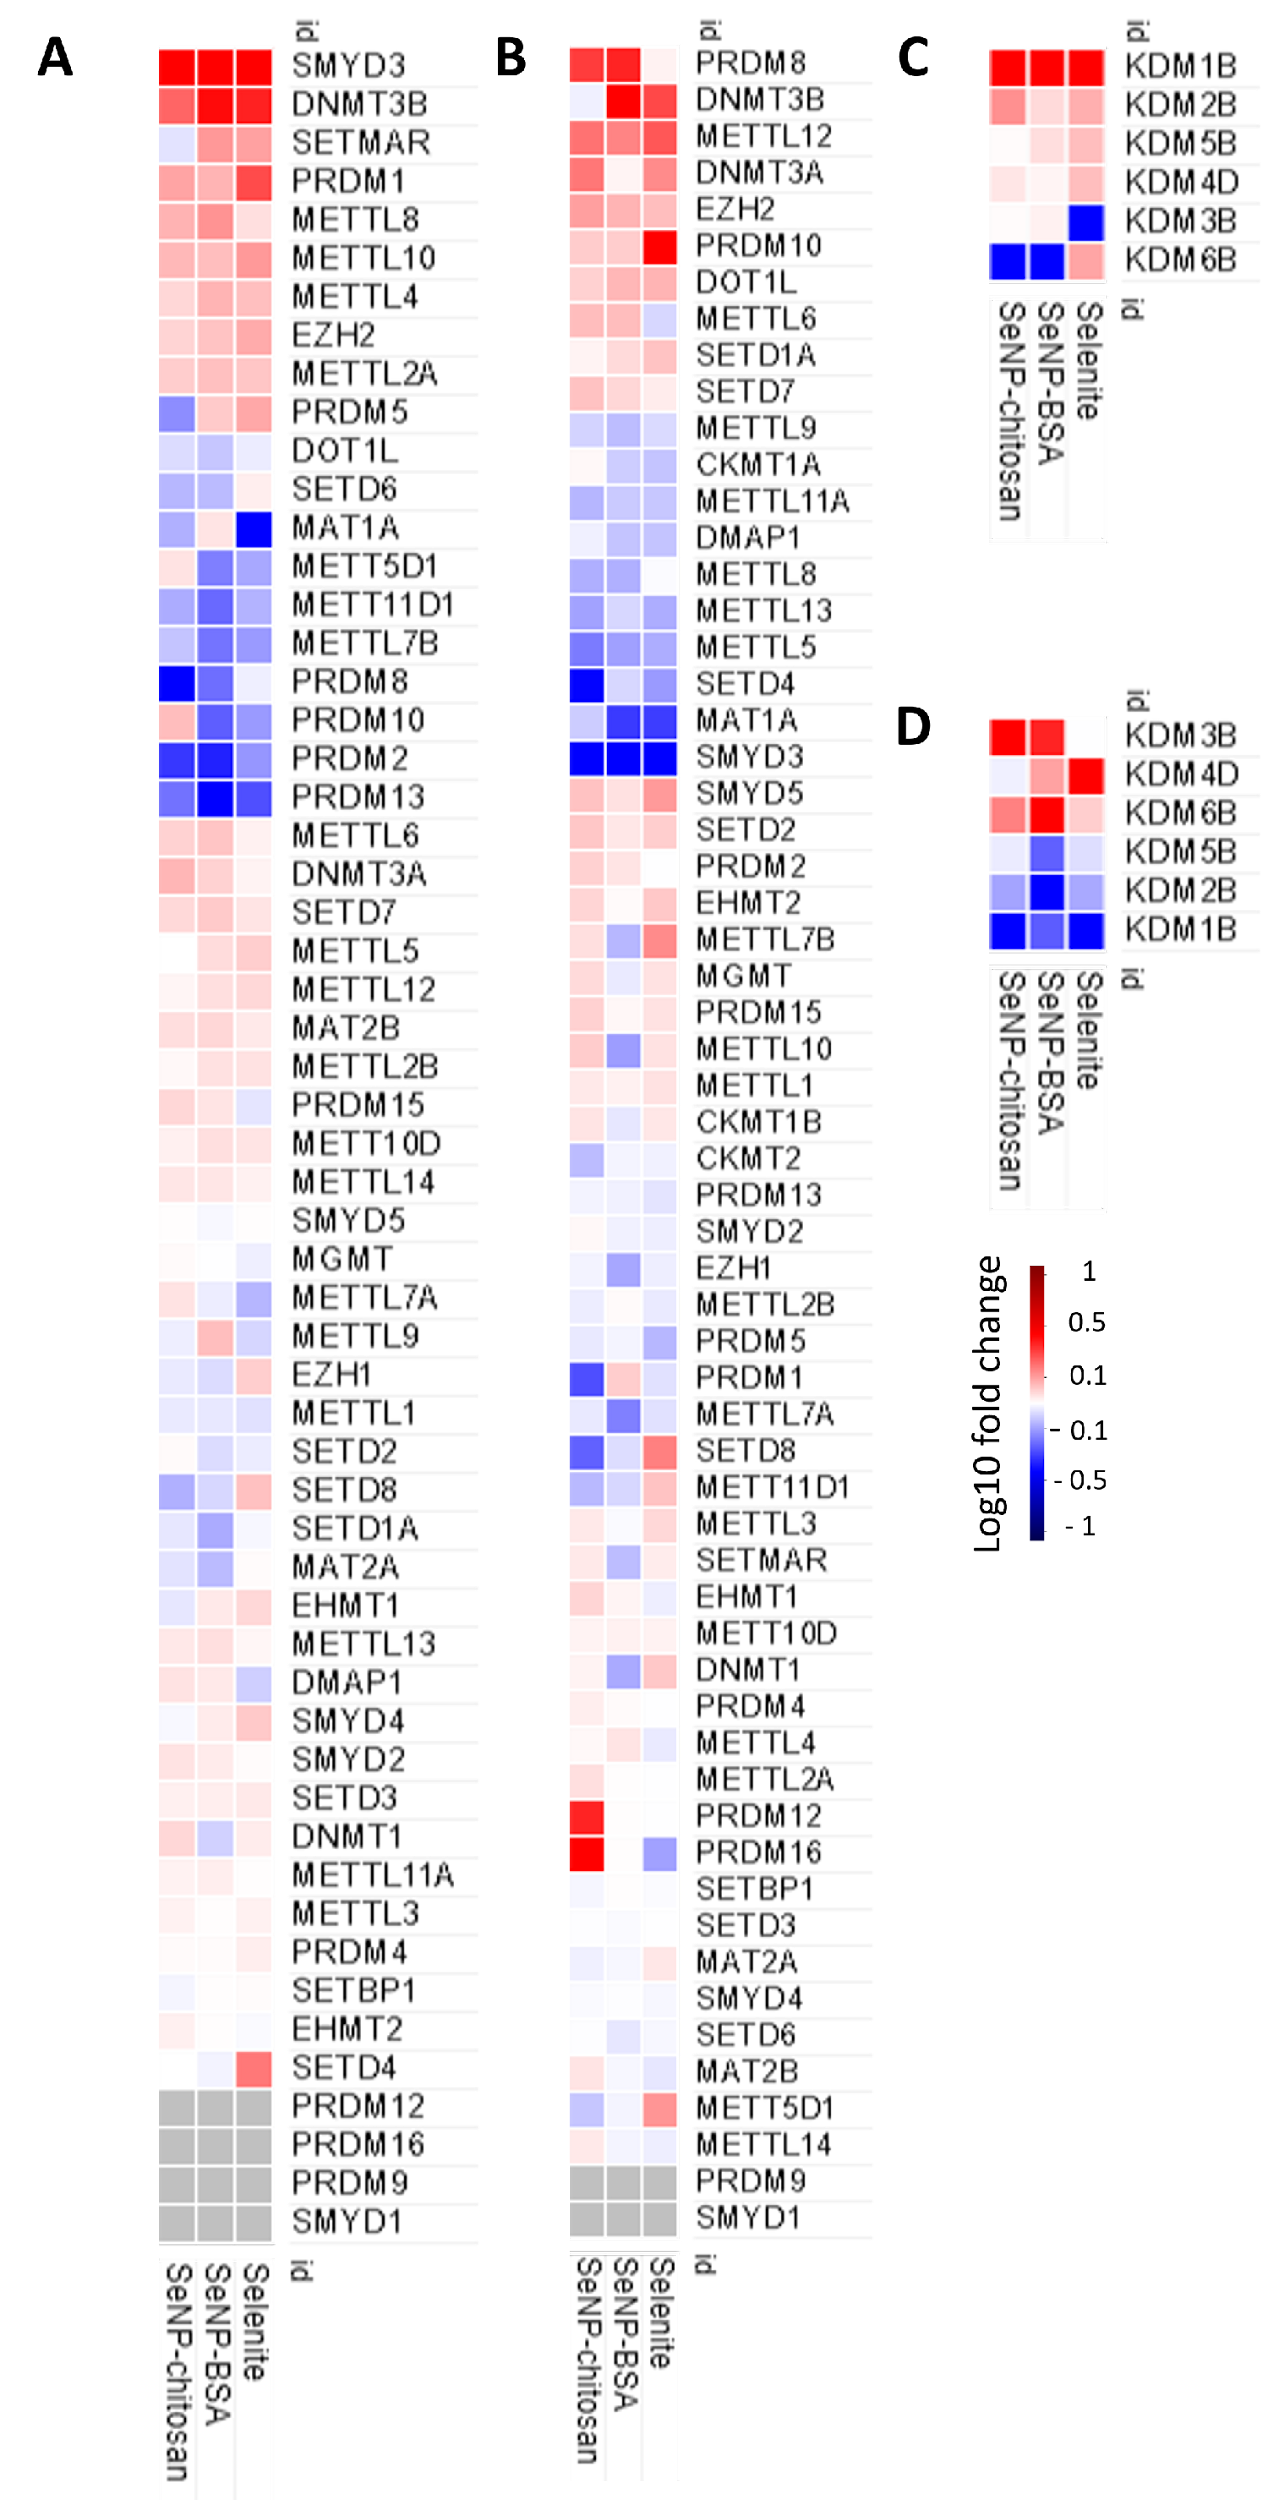

Fig S4. Methyltransferase and lysine demethylase expression patterns in SKOV-3 and OVCAR-3 spheroids treated with sublethal doses of selenium nanoparticles. Heatmaps show log10 expression ratios of methyltransferase (A and B) and lysine demethylase (C&D) genes after 24 h of selenium treatments of SKOV-3 (A and C and OVCAR-3 (B and D) spheroids at sublethal doses.

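In OVCAR-3, METTL2A had log2 fold changes of -0.059, 0.029 and 0.15, METTL4 of -0.33, 0.36 and 0.0071, METTL8 of 0.19, -0.51 and -0.32 and TMT1B of 0.72, -0.74 and 0.14. CSKMT, which was higher in OVCAR-3, had 0.35, 0.33 and 0.060 in SKOV-3, and PHF2 had -0.27, -0.19 and 0.012. KDM4B had -0.044, 0.21 and -0.021 in OVCAR-3. By the interaction test the adjusted p over the list alone was 0.230 for METTL2A, 0.471 for TMT1B, 0.556 for CSKMT, 0.507 for PHF2 and 0.600 for KDM4B. Of these lists 1 member passed it, CKMT1A, a creatine kinase of the heatmap, with a difference of OVCAR-3 minus SKOV-3 of 5.04 ± 0.97 (adjusted p = 0.0321) from 14.5 counts in the SKOV-3 control and at most 0.915 under treatment, and it has a near copy, CKMT1B, so its value is uncertain. It was named after its values were seen.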

Supplementary Fig. 5

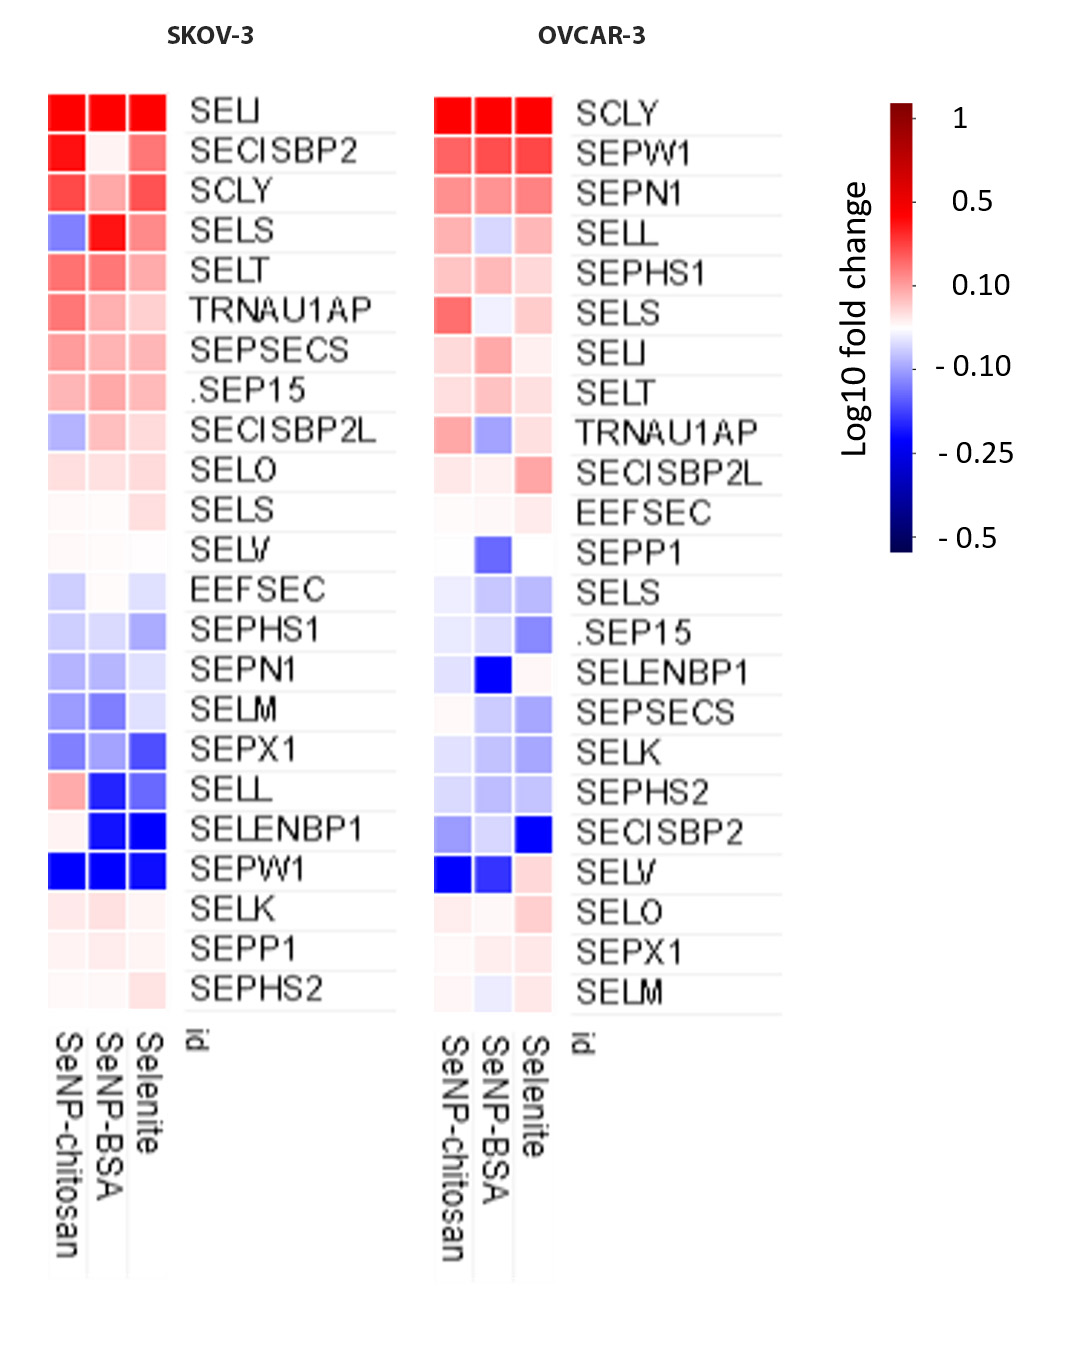

Fig. S5. SKOV-3 and OVCAR-3 cells were treated for 24 h with sublethal doses of selenite or coated selenium nanoparticles. Heatmaps show log10 expression ratios between the selenium treated and control conditions for selenium related proteins.

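A log10 ratio is the log2 ratio used here multiplied by a constant, so the sign and the order of genes are the same in both. SELENOK, of the endoplasmic reticulum, had log2 fold changes of 0.00053, 0.20 and 0.074 in SKOV-3 and -0.35, -0.38 and -0.28 in OVCAR-3, SELENOM -0.20, -0.31 and -0.24 and 0.28, -0.11 and 0.12, and SELENOO, an AMPylating enzyme of mitochondria, 0.25, 0.19 and 0.14 and 0.62, 0.13 and 0.26. GPX4, which protects membranes from lipid peroxidation, had -0.20, -0.27 and -0.19 and 0.040, 0.39 and -0.020, and SEPHS2, which makes selenophosphate, 0.16, -0.0057 and -0.044 and -0.25, -0.41 and -0.35. PSTK, the kinase of the serine on the selenocysteine tRNA, was lower in OVCAR-3 with -0.43, -0.75 and -0.50 and higher in SKOV-3 with 0.25, 0.56 and 0.12. None of these 6 genes had an edgeR adjusted p under 0.05 over its list alone in either line.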

Supplementary Fig. 6

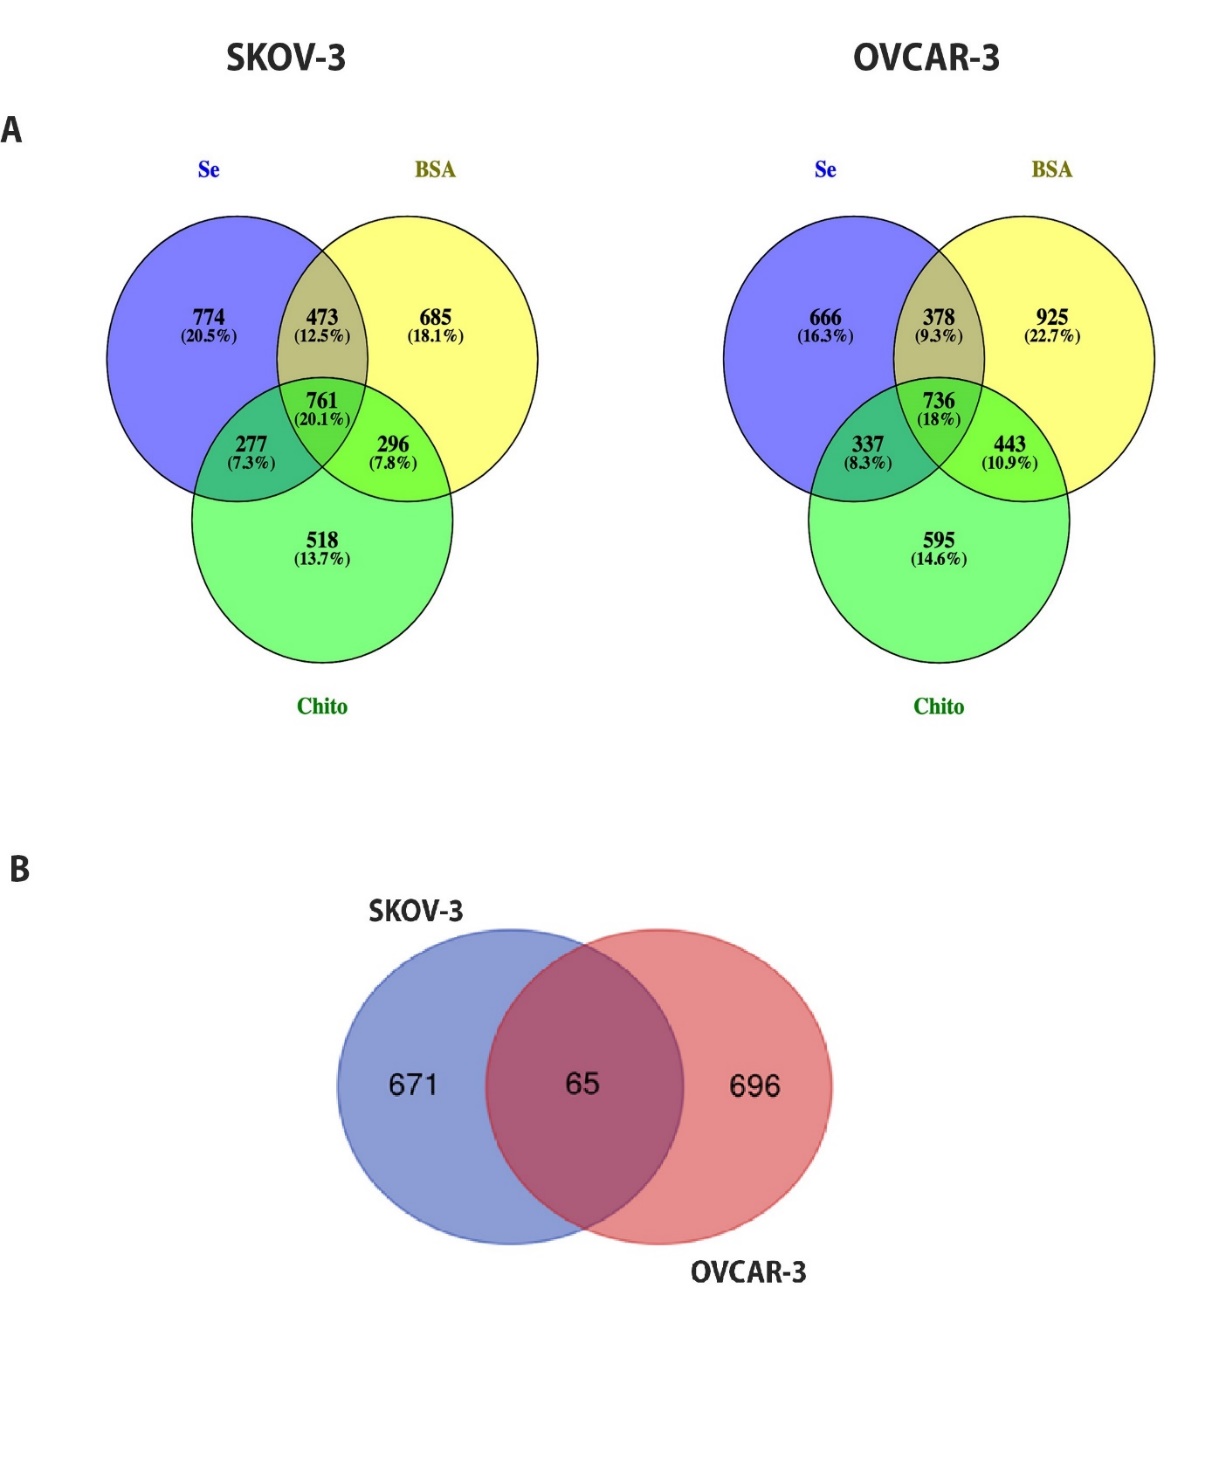

Fig. S6. RNA sequencing data comparison.

(A) Venn diagrams of shared up-regulated genes in SKOV3 and OVCAR3 in responding to the three treatments (Selenite, SeNP-BSA and SeNP-chitosan), and shared genes for the central overlapping regions from OVCAR and SKOV in (B). 

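In SKOV-3, AKR1B10, CYP4F3, which oxidizes leukotriene B4, CES1, a carboxylesterase, and NMRAL2P, a pseudogene that NRF2 controls, were among the genes higher under all 3 treatments. CYP4F3 had log2 fold changes of 5.91, 5.11 and 4.10 and CES1 of 4.16, 3.86 and 2.54. In OVCAR-3, SGK3, a kinase, SELENOW, PCDHGC3, a protocadherin, and AKR1C2 were among them. SGK3 had 2.68, 2.86 and 2.85 while the read-through gene C8orf44-SGK3, which shares its exons, was lower with -4.07, -2.99 and -1.38, so how reads are divided between them, and with it the SGK3 value, is uncertain. PCDHGC3, whose exons are shared by the protocadherin gamma cluster, had 2.58, 3.51 and 2.85 and is uncertain too.
The fold rule took 1655, 1750 and 929 genes as over 1.5-fold higher in SKOV-3 and 876, 1695 and 743 in OVCAR-3. Under all 3 treatments 502 were higher and 520 lower in SKOV-3, and 237 higher and 225 lower in OVCAR-3. If the 3 lists of a line were independent, 12.6 and 4.87 genes would be higher under all 3. The lists share a control library, so 100 simulations of 4 libraries with no effect were made. No condition was repeated, so their spread includes real differences between treatments and may be too large. For genes higher under all 3 they gave a median of 242 and at most 274 in SKOV-3, and 384 and at most 419 in OVCAR-3. For genes lower under all 3 they gave 154.5 and at most 196, and 261.5 and at most 300. In OVCAR-3 the simulated medians exceed the observed 237 and 225, which for this reason need not mean a response weaker than chance. With selenite, SeNP-BSA or SeNP-chitosan as the reference in place of the control, 180, 344 and 179 genes were higher in the 3 other libraries of SKOV-3, and 144, 800 and 165 in OVCAR-3. So in OVCAR-3 the SeNP-BSA library stood further apart than the control did. Read-through genes or pseudogenes like NMRAL2P were 31 of the SKOV-3 genes and 18 of the OVCAR-3 genes, and 89 and 95 had under 10 counts in the control.
The edgeR test called 3 genes up, UPK3BL1, GTF2H2C and BLOC1S5, and 1 down, EEF1E1-BLOC1S5, in SKOV-3. Without the selenite library it called 1481, without SeNP-BSA 1 and without SeNP-chitosan 815. At unadjusted p under 0.05 there were 3241, and DESeq2 called 1027. In OVCAR-3 edgeR called 0, with 894 at unadjusted p under 0.05, 25 by DESeq2, and 24 by edgeR without the SeNP-BSA library.

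**Figure D5:**
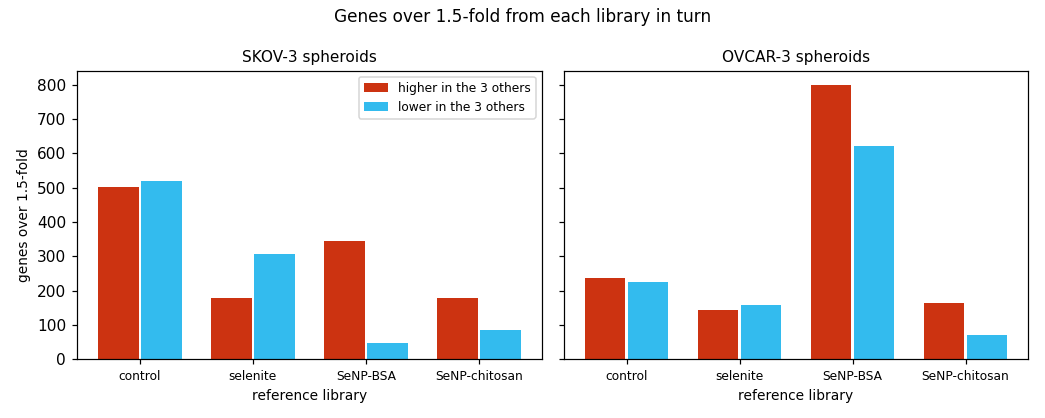
Each pair of bars takes 1 library of SKOV-3 (left) or OVCAR-3 (right) as the reference and gives the numbers of genes over 1.5-fold higher or lower in all 3 other libraries. The control is the reference of the first pair, and the SeNP-BSA pair of OVCAR-3 reaches 800 higher and 621 lower.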

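Beside TXNRD1, NQO1 and the aldo-keto reductases, the genes higher under all 3 treatments in both lines included GPAT3, which starts triglyceride synthesis, TBXAS1, which makes thromboxane, GNAL, a G protein subunit, and RIPPLY3, a transcriptional repressor. GPAT3 had log2 fold changes of 0.93, 1.27 and 0.82 in SKOV-3 and 0.89, 1.39 and 0.81 in OVCAR-3, TBXAS1 1.29, 1.22 and 0.63 and 0.65, 0.73 and 0.69, GNAL 0.67, 0.92 and 0.83 and 0.77, 1.18 and 0.87, and RIPPLY3 1.26, 1.09 and 1.23 and 0.84, 1.23 and 0.83. Genes lower in both included GPRASP1, which sorts receptors to lysosomes, PNPLA7, a lysophospholipase, POU2F3, the transcription factor of tuft cells, and SLC6A12, the betaine transporter. PNPLA7 had -1.49, -2.33 and -0.94 and -0.64, -0.99 and -1.22, and SLC6A12 -2.25, -1.95 and -0.81 and -0.90, -1.74 and -0.87.
Of 13541 genes measured in both lines, 19 were higher and 6 lower under all 3 treatments, against 5.62 and 4.20 for independent lists of the same sizes. With the same library taken as the reference in both lines, 9, 40 and 9 genes were higher in the 3 others with selenite, SeNP-BSA and SeNP-chitosan as reference. The edgeR test over both lines called 0 of 15532 genes, with 854 at unadjusted p under 0.05 and 32 by DESeq2. Without the SeNP-chitosan libraries it called 2, KILH and TXNRD1.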

The 65 genes were used to identify commonly regulated pathways by gene ontology analysis using the DAVID suite of tools.

Supplementary Fig. 7

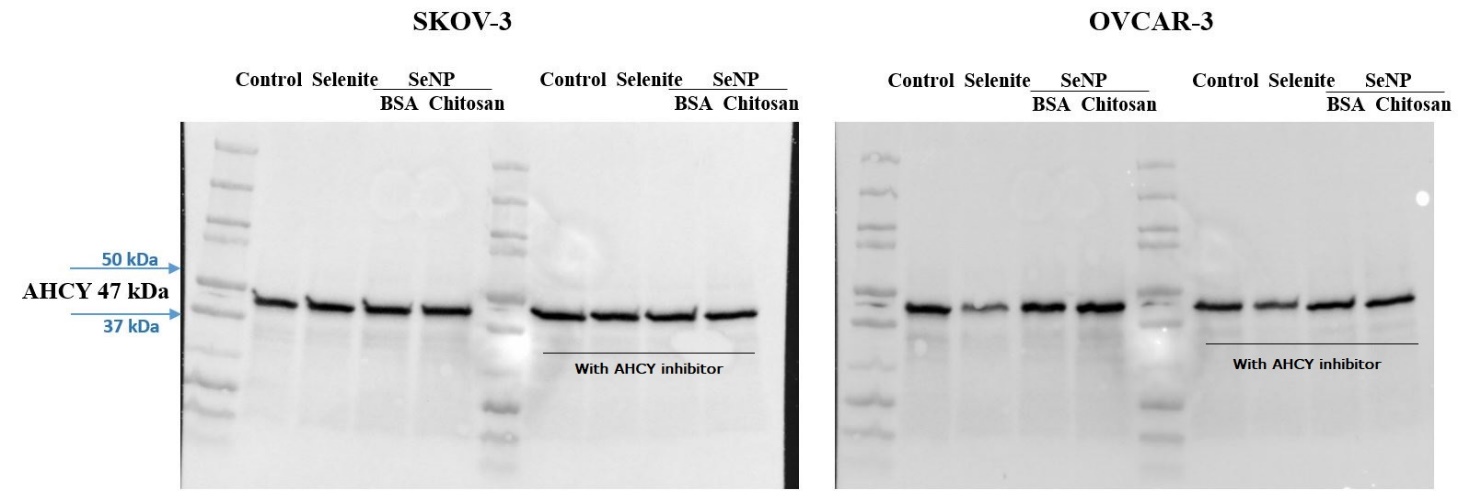

Fig. S7. Protein blot for AHCY levels with and without inhibitor. Cells were treated for 24 h with sublethal doses of SeNPs or selenite with and without AHCY inhibitor at 1 µM. 30 µg of protein was loaded for each sample.

Supplementary Fig. 8

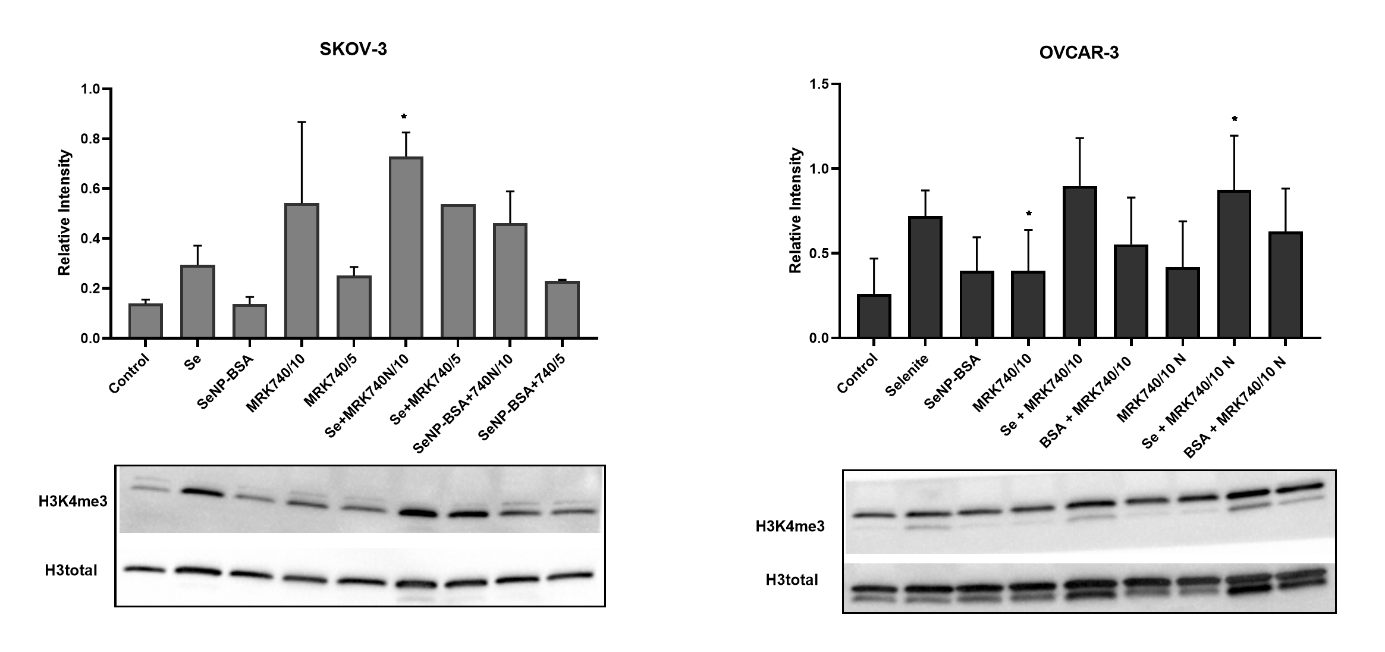

Fig.S8. Histone methylation markers in ovarian cancer cells treated with selenium and epigenetic probes.

SKOV-3 and OVCAR-3 Cells were treated for 72 h with the epigenetic probe MRK740, an inhibitor of the H3K4 HMT PRDM9, followed by 24h with selenite or SeNPs. An inactive probe MRK740N was used as a control. Selenium treatment increased H3K4me3 levels in SKOV-3. In OVCAR-3 selenite increased H3K4me3 levels. The presence of the inhibitor MRK740 did not affect H3K4me3 levels in control or treated samples. Data are mean±SEM; one-way ANOVA with Tukey multiple comparisons post-hoc analysis; **p*<0.05 vs respective Control (untreated) for each treatment (n=3 separate experiments).

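DDIT4, which inhibits mTOR, CEBPB, a transcription factor, and SLC7A11, the cystine transporter, rose in SKOV-3 when adjusted over the 28 targets of ATF4 alone. SLC7A11 had log2 fold changes of 1.64, 1.61 and 1.16 and DDIT4 of 1.11, 0.88 and 1.11. ATF3 had 3.73, 0.96 and -0.21, TRIB3, a pseudokinase of stress, 2.79, 1.06 and 0.083 and ASNS, which makes asparagine, 2.29, 1.22 and 0.22, so these 3 were highest under selenite. In OVCAR-3, ATF3 had 0.20, 0.67 and -0.19 and ASNS 0.26, 0.79 and 0.14. The chaperones CHORDC1 and HSPE1 rose in SKOV-3 with 0.61, 1.05 and 0.72 and 0.61, 0.92 and 0.57, and HSPE1 fell in OVCAR-3 with -0.69, -0.75 and -0.79, adjusted over the heat shock genes alone. MDM2, which degrades p53, and RRM2B, a ribonucleotide reductase, rose in SKOV-3 with 0.57, 0.56 and 0.54 and 0.68, 0.88 and 0.68, adjusted over the p53 targets alone. IFITM3, which blocks the entry of viruses, fell in SKOV-3 with -0.94, -1.05 and -0.73, adjusted over the interferon genes alone.
The lists were fixed ones from general knowledge. The ATF4 targets had medians of 0.53 (percentile 100) in SKOV-3 and 0.28 (percentile 100) in OVCAR-3, and by treatment 1.00, 0.57 and -0.063 in SKOV-3. Adjusted over the list alone edgeR called 3 up and 0 down in SKOV-3 and 0 up and 0 down in OVCAR-3, and camera gave adjusted p = 7.18e-06 with a preset and adjusted p = 0.673 with an estimated correlation. Glutathione genes such as GCLC and GPX2 had 0.21 (percentile 98.6) and -0.040 (percentile 22.5) with 6 up and 1 down in SKOV-3 and 0 up and 0 down in OVCAR-3, and thioredoxin genes such as SRXN1 and TXNIP 0.060 (percentile 70.9) and 0.019 (percentile 55.3) with 5 up and 2 down and 0 up and 0 down. The heat shock genes had 0.39 (percentile 99.99) and 0.10 (percentile 91.8) with 2 up and 0 down and 0 up and 1 down. By treatment the heat shock genes had 0.072, 0.57 and 0.38 in SKOV-3, at percentiles of 73.3, 100 and 100. Their camera test gave adjusted p = 0.0230 with a preset and adjusted p = 0.680 with an estimated correlation. The p53 targets had 0.13 (percentile 89.3) and 0.100 (percentile 88.8) with 2 up and 0 down and 0 up and 0 down. The interferon genes had -0.093 (percentile 11.5) and 0.29 (percentile 100) with 0 up and 1 down and 0 up and 0 down. By treatment the interferon genes had 0.067, 0.36 and 0.43 in OVCAR-3, at percentiles of 74.95, 100 and 100. The chaperones of the endoplasmic reticulum had 0.059 (percentile 65.7) and 0.0097 (percentile 46.7) with 0 up and 0 down and 0 up and 0 down. Over all genes edgeR called 0 members of these lists, and DESeq2 in SKOV-3 called 5 up and 0 down of the ATF4 targets, 5 up and 1 down of the glutathione, 3 up and 2 down of the thioredoxin, 3 up and 1 down of the heat shock, 2 up and 1 down of the p53, 1 up and 2 down of the interferon and 1 up and 0 down of the endoplasmic reticulum genes. In OVCAR-3 it called 1 heat shock gene down and 1 thioredoxin gene up. By the edgeR interaction test over each list alone, members whose response differed in OVCAR-3 from that in SKOV-3 were 2 higher and 1 lower of the heat shock, 1 higher and 2 lower of the glutathione, 1 higher and 1 lower of the thioredoxin and 1 higher and 0 lower of the interferon genes, and 0 of the ATF4, p53 and endoplasmic reticulum lists. The enrichment terms themselves were not computed here.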

Supplementary Table 1**:** GO biological process (PANTHER terms) enhanced before and after 24 h of selenite or SeNP treatment with Fold Enrichment and False Discovery Rate (FDR).

|  | **Gene over-representation pathways** | **Enrichment Ratio** | **FDR** |
| --- | --- | --- | --- |
| **SKOV-3** | Apoptotic metabolic process  Oxidative stress response  Reactive oxygen species pathway  NRF2 pathway  Biological oxidations  Cellular response to stress | 6.78  5.68  4.38  3.40  2.79  1.60 | 2.57^E^-03  1.02^E^-02  1.90^E^-02  1.18^E^-03  6.41^E^-03  2.57^E^-03 |
| **OVCAR-3** | PDGFR-beta pathway  Regulation of calcium ion transport  Oxidative stress response  Interferon gamma response  MAPK Signaling pathway  Regulation of cell death  Regulation of intracellular signal transduction | 4.88  3.28  2.66  2.42  2.30  1.69  1.61 | 4.02^E^-02  5.01^E^-04  7.22^E^-02  5.78^E^-03  3.36^E^-02  5.01^E^-04  1.13^E^-03 |

Supplementary Table 2. Genes upregulated >1.5 fold in response to selenite and SeNP-BSA and SeNP-chitosan in both SKOV3 and OVCAR3 cells.

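Of the 57 genes listed, some had a summed count over 1.5-fold higher under all 3 treatments in both lines. This held with 1 added to each count and no limit on low counts. These were TXNRD1, AKR1C2, WIF1, UCN, a peptide of the stress axis, and LVRN, an aminopeptidase. KCNJ14, a potassium channel, and PPP1R14D, an inhibitor of protein phosphatase 1, were among them too. UCN and WIF1 were at 0 counts in both controls and LVRN in that of OVCAR-3, so these genes passed there only through the added 1. TXNRD1 and AKR1C2 alone had enough counts to be among the genes measured in both lines. AKR1C2, TXNRD1, UGT1A6, a glucuronosyltransferase, and ZNF92, a zinc finger protein, rose in SKOV-3 when adjusted over the list alone (edgeR). ZNF92 had log2 fold changes of 1.71, 1.56 and 1.65 in SKOV-3 and -0.70, -0.58 and -0.17 in OVCAR-3, a difference of -2.11 ± 0.35 by the edgeR interaction test (adjusted p = 0.0147 over the list alone). UGT1A6 had 0.95, 1.14 and 1.01, but the UGT1A genes share their last exons and its value is uncertain.
LVRN had log2 fold changes of 1.87, 0.94 and 0.99 in SKOV-3 and was at 0 in the OVCAR-3 control and at 3 reads or fewer under each treatment there, so no fold is given. PPP1R14D had 0.86, 0.84 and 1.15 in SKOV-3 and, from 0 counts in the OVCAR-3 control, was at least 2.10, 2.43 and 1.58-fold higher than the floor. KCNJ14 had 3 reads in the SKOV-3 control and 2 in that of OVCAR-3, with a fold by counting of 2.53 (0.652 to 14.3) under SeNP-BSA in SKOV-3 and 3.31 (0.630 to 32.7) under SeNP-chitosan in OVCAR-3, the lowest of each line. UCN was at 0 counts in the SKOV-3 control and 1.74, 2.03 and 2.23 under treatment, and at 0 and then 5.96, 6.53 and 1.91 in OVCAR-3, so most of its values are under the floor of 3 counts. DHRS12, a dehydrogenase with 157 counts in the SKOV-3 control, had a summed count lower on average, at -0.14 ± 0.23 in SKOV-3 and -0.33 ± 0.17 in OVCAR-3, while single transcripts of it were over 1.5-fold higher.
With 1 added to each count, the summed count was over 1.5-fold higher under all 3 treatments for 13 of the 57 in SKOV-3, 10 in OVCAR-3 and 7 in both. At least 1 transcript was for 53 and 51 genes such as SCMH1 and SUV39H2, and the same transcript in both lines for 37. All such transcripts of a gene had under 10 counts in the control for 36 genes in SKOV-3 and 36 in OVCAR-3. The list was chosen by the study on these libraries and is not independent evidence. Its medians were 0.051 (percentile 87.1) over 52 genes in SKOV-3 and 0.18 (percentile 99.88) over 50 in OVCAR-3. Adjusted over the list alone edgeR called 4 up and 0 down in SKOV-3 and 0 up and 0 down in OVCAR-3, unadjusted p under 0.05 gave 12 up and 2 down, and 7 up, and DESeq2 called 5 and 2. Over both lines camera gave adjusted p = 2.85e-04 with a preset and adjusted p = 0.291 with an estimated correlation.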

Supplementary Table 3. Table summarising genomic position and average peak score (x̄) of ChIP-Seq peaks associated with H3K27me3 in SKOV3 cells.

| **Gene** | **H3K27me3** | |
| --- | --- | --- |
|  | **Position** | **x̄ Peak score** |
| **CDKN1A/p21** | Core promoter | 52 |
| **BCL2** | Proximal promoter | 38 |
| **UCN** | Core promoter  Gene body | 215  104 |
| **TRIM9** | Proximal promoter  Core promoter  Gene body | 42  65  28 |
| **WIF1** | Proximal promoter  Core promoter | 155  268 |
| **PRKCG** | Core promoter | 178 |

How the deposited data were processed for this re-analysis (not part of the article)

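The authors' files, 1 per cell line, were read as deposited. Each holds 68513 RefSeq transcripts and, for each library, the estimated count that eXpress gives (the expected number of fragments of a transcript) and its FPKM. The deposited estimated counts were used for all results. The deposited FPKM values were used to check the unit and the lengths of transcripts and were not used here for any result. The authors aligned reads with Bowtie2 to the transcripts of hg38, and gave no version of hg38, Bowtie2, eXpress or DESeq2. All 16 columns of samples were read and 0 left out.

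Transcripts were matched by their RefSeq identifiers to a table of gene names, which named 67697 of 68513 and gave 27767 genes. The 816 without a name held 2.58, 0.527, 0.559 and 1.59% of counts in the control, selenite, SeNP-BSA and SeNP-chitosan libraries of SKOV-3 and 1.73, 1.43, 1.09 and 1.34% in those of OVCAR-3, and were left out of gene sums. A pair of them with estimated lengths of 1559 and 954 bases, those of the mitochondrial ribosomal RNAs MT-RNR2 and MT-RNR1, held 2.25, 0.209, 0.250 and 1.26% in SKOV-3 and 1.44, 1.14, 0.804 and 1.06% in OVCAR-3. Named counts came to a median of 30342612 per library in SKOV-3 and 30235148 in OVCAR-3. Positions are those of hg38.

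The steps ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Counts of a gene's transcripts were summed and rounded, scaled by the trimmed mean of M values within a line, and kept if their mean was at least 10. A pseudocount of 1 was added before the log2 ratio to the control. The fold rule asked for more than 1.5-fold in all 3 treated libraries. The edgeR quasi-likelihood test compared 3 treated libraries with 1 control (2 residual degrees of freedom within a line, 5 over both lines, with the line as a term), and tested the difference between lines as an interaction. Genes were called at adjusted p under 0.05 (Benjamini and Hochberg), over all genes and over fixed lists alone, and DESeq2 (Wald test) was the other test. DESeq2 gave an adjusted p to 10097 of 14638 genes in SKOV-3 and 14177 of 15053 in OVCAR-3. For the difference between lines it gave one to 9207 of 15530. Genes without one could not be called. Lists were tested with camera of limma, with the correlation estimated and with it preset to 0.01, and against 10000 random lists drawn within 20 bins of abundance. The sharing of 1 control was weighed by 100 simulations of unchanged libraries and by taking each treated library as the reference. For a control at 0 the floor is 3 counts, the upper limit that a count of 0 allows at 95% confidence. Lists, thresholds, tests and alternatives were set before the data were examined, except where a sentence says that a test was added later.

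Lists, from general knowledge unless said otherwise, were selenoproteins, selenocysteine synthesis and insertion factors, methyltransferases of Fig. 5A, other methyltransferases of Fig. S4, lysine demethylases, Polycomb members, NRF2 targets, metallothioneins, ATF4 targets, chaperones of the endoplasmic reticulum, heat shock genes, p53 targets, apoptosis regulators, autophagy genes, methionine cycle genes, glutathione genes, thioredoxin genes, mitotic genes, S phase genes, hypoxia genes, cholesterol synthesis genes, interferon-stimulated genes, NF-kappaB and inflammatory genes, immediate early genes, epithelial and mesenchymal markers, identity markers, markers of fibroblasts, leukocytes, endothelium and erythroid cells, histone genes, reference genes, the genes of Table S2 and the genes the paper names. Genes were listed for naming by a rule. It took the 4 members of each list with the largest absolute mean log2 fold change in a line, and the genes the paper names. It also took, for each line and direction, the 10 genes whose weakest fold change of 3 was largest. These had a mean of at least 50 counts. Some genes of the rule, such as BOK, are not named here. Other list members, such as APAF1, CASP8 and SUZ12, are named although the rule did not take them.

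The self-test changed 200 genes in simulated counts. Of 50 genes per size, edgeR recovered 68, 92, 96 and 100% at log2 changes of 1, 1.5, 2 and 3 in SKOV-3, and 44, 90, 96 and 98% in OVCAR-3. Over both lines it recovered 80, 94, 100 and 100%, and by interaction 18, 66, 88 and 94%. Unchanged genes called were 9, 5, 7 and 8. In the measured libraries of SKOV-3 edgeR called 0 of 30 NRF2 targets over all genes, although their median was 1.33. The simulated percentages therefore do not measure what the test can find in these libraries. A result of 0 calls is not evidence that large changes are absent. The fold rule found 199 of 200 genes changed 4-fold, with 253 unchanged genes. A list of 30 genes raised 2-fold had a camera adjusted p of 8.29e-05 and a list of 30 unchanged genes 0.126. The alignment, the histone assays and the gene ontology enrichment of the paper were not repeated and public ChIP-seq data were not used here.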

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

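The tests of the library of SeNP-BSA by fibroblast markers and by the same treatment in SKOV-3, and those of the single control and of library size for NRF2 targets, were chosen after the result was seen, and the others below before.

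Some selenoprotein genes differed between the cell lines in their response. The interaction test, adjusted over the list alone, gave log2 differences of OVCAR-3 minus SKOV-3 of 1.19 for GPX1, 1.02 for SELENOH, 1.02 for SELENON and 2.73 for SELENOW (edgeR). A further 16 genes were over 1.5-fold higher in all 3 treated libraries of SKOV-3 and lower in those of OVCAR-3, and 19 the other way, and over all 15532 genes the edgeR interaction test called 0 of any kind while DESeq2 called 381 higher and 317 lower, these 4 selenoprotein genes among them.

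Lists that the paper does not describe gene by gene lay outside nearly all random lists, but over both lines camera with an estimated correlation called none, with adjusted p = 0.291, 0.673, 0.726, 0.814 and 0.814 in the order below. NRF2 targets had a median of 1.33 in SKOV-3, ATF4 targets 0.53 in SKOV-3, NF-kappaB and inflammatory genes 0.54 in SKOV-3 and 1.15 in OVCAR-3, fibroblast markers 1.31 in OVCAR-3 and the erythroid genes HBA1 and HBA2 -1.61 in SKOV-3. The 4 genes that edgeR called over all genes in SKOV-3 are not in the paper. UPK3BL1 (chromosome 7, 102637025 to 102642791) was at 11.16 ± 0.66 (adjusted p = 0.00541), GTF2H2C (chromosome 5, 69560191 to 69595221) at 3.11 ± 0.27 (0.0376), BLOC1S5 (chromosome 6, 8013567 to 8064414) at 2.16 ± 0.20 (0.0376) and the read-through gene EEF1E1-BLOC1S5 at -2.50 ± 0.24 (0.0465). UPK3BL1 and GTF2H2C have near copies, and BLOC1S5 shares its exons with the read-through gene, so these 4 are uncertain.

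The median of the NRF2 targets was higher under all 3 treatments in both lines, though in OVCAR-3 8 of 30 were over 1.5-fold higher in each library and edgeR called 0 over the list alone. With 1 control per line, the chance that the control is the lowest of 4 libraries in both lines is 0.0625. This is the smallest value that this design allows, so this count decides nothing. With the control as the reference the medians were 1.33 in SKOV-3 and 0.50 in OVCAR-3. With a treated library they lay between -0.65 and -0.042, and between -0.38 and 0.16. Over both lines edgeR called 22 of 30 members up, adjusted over the list alone, and DESeq2 called 13 over all genes. These calls cannot decide on chance values of the controls. The treated libraries of a line share 1 control, and the p-values do not cover the spread between repeats of a control. Chance values are not excluded, as no control was repeated, and camera with an estimated correlation did not call the list. Reads shared within gene families do not account for the higher medians, as the 20 members outside families had medians of 1.30 in SKOV-3 and 0.50 in OVCAR-3. Library size does not either, as medians after thinning to the smallest library were 1.33 and 0.49, and the pair of treated OVCAR-3 libraries with fewer counts than the control had 0.66 and 0.67.

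NF-kappaB and inflammatory genes such as CXCL8, CCL20 and TNF were high in the SeNP-BSA library of OVCAR-3. RNA of SKOV-3 cells does not account for it, as 37 genes high in SKOV-3 and near 0 in the OVCAR-3 control were at 0.464% of their SKOV-3 level (quartiles 0.272 and 0.836) where 164% would be needed. The SeNP-chitosan library had fibroblast markers at 1.85 against 2.26 but an inflammatory median of 0.40, lower by 2.99, which excludes fibroblasts only if they have the same inflammatory level in each library, and this was not measured. Endothelial markers, which this test left out, were at 0.37, 1.32 and 0.36, so fibroblasts and other stromal cells are left open. The SeNP-BSA library of SKOV-3 had 0.099 at another dose, so the treatment and this 1 library cannot be told apart.

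Genes of Table S2 passed the fold rule in single transcripts more often than in the summed count. Among all genes, and not those of Table S2 alone, 326 had the same transcript higher in both lines with SeNP-BSA as the reference, against 305 with the control. This cannot show that chance values of transcripts give the result, as the SeNP-BSA library of OVCAR-3 stood apart. With it as the reference, 800 summed genes were higher in the 3 other libraries of OVCAR-3, against 237 with the control. With selenite and SeNP-chitosan as the reference there were fewer genes with the same transcript higher, 227 and 234, so chance values need not give all of them. Whether reads were divided differently between transcripts cannot be told, as the sums of 30 genes moved by 0.513 of the rise of their passing transcripts (interval 0.287 to 0.901) and fell in 19 pairs of gene and line.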

How the results depend on the processing

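No setting below was chosen after the result was seen, except those said to be added. No paired analysis was possible because each condition has 1 library, and the fit over both lines has the cell line as a block. Fold changes of single genes were classed as the same in 312 of 312 cases, and list medians kept their sign and size in 132 of 134. The largest shift by scaling was 0.038. A single gene with a fold change smaller in size than this could still change sign. Immediate early genes in SKOV-3 went from -0.034 to 0.027 with a pseudocount of 5.

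Counts under all 3 treatments, higher and lower, kept their size in 25 of 48 planned cases. Without a limit on counts they were 833 and 1331 in SKOV-3, 595 and 927 in OVCAR-3 and 50 and 92 in both. With a mean of at least 50 they were 283 lower in SKOV-3, 108 and 83 in OVCAR-3 and 11 and 0 in both. At 2-fold they were 128 and 115, 71 and 37, and 3 and 1. For genes with any transcript passing they were 2786 and 2214, 2311 and 1881, and 801 and 528. Added later, any transcript without a limit gave 3425, 2966 and 1028 higher, the same transcript in both lines 305 and without a limit 413, and leaving out SeNP-BSA in OVCAR-3 gave 357 higher there and 12 lower in both lines.

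The edgeR calls in SKOV-3 were 1027 by DESeq2, 57 without a limit, 1481 without selenite, 1 without SeNP-BSA and 815 without SeNP-chitosan, against 4. In OVCAR-3 they were 25 by DESeq2 and 24 without SeNP-BSA, against 0. Over both lines they were 32 by DESeq2, 2 without SeNP-chitosan, 3 with a separate term for selenite and 4 with one for SeNP-BSA, against 0. For the difference between lines they were 698 by DESeq2, 2 without a limit, 2 at adjusted p under 0.1, 2 without selenite and 1 without SeNP-BSA, against 0. Lists shifted were 12 with the preset correlation, against 0.

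With a mean of at least 50, correlations of fold changes between selenite and SeNP-BSA, selenite and SeNP-chitosan, and the pair of SeNPs were 0.774, 0.677 and 0.833 in SKOV-3 and 0.421, 0.566 and 0.591 in OVCAR-3, and those between lines were -0.129 (Pearson) and -0.227 (Spearman).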

Differences from the paper's values

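The settings on transcripts without a limit on counts and on the same transcript in both lines were added after the values were seen, and the others were planned.

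A count is taken to differ where one value is more than 1.5 times the other. The paper states 65 genes higher under all 3 treatments in both lines, and 19 were found. Without a limit on counts there were 50, which does not differ, while scaling by DESeq2 size factors gave 19, by totals 18, a mean of at least 50 gave 11, pseudocounts of 5 and 0.5 gave 15 and 20, 2-fold gave 3 and any transcript 801, all of which differ. For SKOV-3 about 760 (Fig. S6A, read by eye) stand against 502. DESeq2 size factors with 520, no limit with 833 and a pseudocount of 0.5 with 510 do not differ, and totals with 480, a mean of 50 with 363, a pseudocount of 5 with 448, 2-fold with 128 and any transcript with 2786 do. For OVCAR-3 about 740 (Fig. S6A, read by eye) stand against 237. No limit with 595 does not differ, and DESeq2 size factors with 232, totals with 247, a mean of 50 with 108, pseudocounts of 5 and 0.5 with 179 and 244, 2-fold with 71 and any transcript with 2311 do. In Fig. S6B the labels of the lines appear to be exchanged against Fig. S6A, so to which line each of these counts belongs is uncertain. With them exchanged, about 740 (Fig. S6A, read by eye) would not differ from 502, and about 760 (Fig. S6A, read by eye) would differ from 237. Of the 57 genes of Table S2, 7 passed in both lines as summed counts without a limit and 30 in any transcript with the limit, which differ as well. In any transcript without the limit, a setting added after the values were seen, 48 passed, which does not differ, and 37 in the same transcript, which does. No setting reached the paper's value exactly.

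Directions differ for some genes. The paper has SELENOS higher in both lines, and it was lower in each OVCAR-3 library and on either side of the control in SKOV-3. Neither change passed a test. The paper has EZH2 induced by SeNPs and names no line. EZH2 was lower under SeNP-chitosan in OVCAR-3 and higher in the other SeNP libraries. The paper has MSLN up, and its summed count was lower in each SKOV-3 library and had 0.27, -0.077 and 0.14 in OVCAR-3. Its transcript NM_013404 was over 1.5-fold higher under all 3 treatments in OVCAR-3. In SKOV-3 this transcript passed the fold rule only through the pseudocount. It went from 0 counts to 2.42, 4.09 and 1.53, around or under the floor of 3 counts.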

Other observations

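Of 11 identity markers, 6 fell in SKOV-3 when adjusted over the list alone (edgeR) and 0 over all genes. They were MUC16, which carries the CA125 antigen, MUC1, WFDC2 (HE4), PAX8 and SOX17, transcription factors of Müllerian epithelium, and FOLR1, the folate receptor. MUC16 had log2 fold changes of -2.39, -1.46 and -1.96, WFDC2 of -0.79, -0.95 and -0.86 and PAX8 of -0.51, -0.92 and -0.61. In OVCAR-3, WFDC2 had 0.46, 1.52 and 0.41 and MUC1 -0.013, 1.74 and 0.28 against -1.62, -1.71 and -1.05 in SKOV-3. The transcription factors TWIST1 and ZEB1 rose in SKOV-3 with 0.72, 0.78 and 0.80 and 0.58, 0.66 and 0.48, and CLDN3, a tight junction protein, and ESRP2, a splicing factor of epithelium, fell, ESRP2 with -1.31, -1.25 and -0.62, as did SPARC and TGFBI of the matrix. CDH1, E-cadherin, was lower with -1.03, -0.76 and -0.44. Of 23 genes of cholesterol synthesis 3 fell when adjusted over the list alone and 0 over all genes, FDFT1 with -1.10, -0.91 and -0.62, TM7SF2 with -1.55, -1.41 and -0.98 and DHCR7 with -0.97, -0.88 and -0.49, and the list had a camera adjusted p = 0.726 with an estimated correlation. Of 27 S phase genes 7 rose when adjusted over the list alone and 0 over all genes, among them PCNA, the sliding clamp, with 0.77, 0.97 and 0.56 and GINS1 with 0.83, 1.21 and 0.87, and their camera adjusted p = 0.640 with an estimated correlation. EGR3, an immediate early factor, fell in SKOV-3, at -1.61 ± 0.40 on average, and ZFP36, which degrades mRNAs of cytokines, rose in OVCAR-3 with 0.69, 0.82 and 0.90.

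In the SeNP-BSA library of OVCAR-3, CXCL8 was at a fold of 90.4 (69.3 to 120.1) by counting, CCL20 at a log2 fold change of 6.59, CXCL10 at 5.89, CXCL1 at 5.74 and TNF at 4.89, with CXCL8 at -0.49 under selenite and 0.52 under SeNP-chitosan. SPARC, TGFBI, VIM and COL3A1 were higher in both SeNP libraries of OVCAR-3, in lists of which edgeR called 0 members there, SPARC with -0.092, 2.99 and 2.74, TGFBI with 0.24, 3.77 and 3.67, VIM, vimentin, with 0.20, 2.76 and 2.31 and COL3A1 with -0.73, 2.37 and 2.47. NNMT, which uses S-adenosylmethionine to methylate nicotinamide, had 0.061, 2.84 and 2.62, and CDKN1A (p21) -0.011, 2.31 and 1.28. In SKOV-3, CXCL8 had 4.24, 1.01 and -0.068 and CDKN1A 1.07, 0.21 and -0.14. AHCY, which hydrolyses S-adenosylhomocysteine, had -0.35, -0.20 and -0.12 and 0.12, 0.25 and 0.26 in SKOV-3 and OVCAR-3, MAT2A, which makes S-adenosylmethionine, -0.10, -0.48 and -0.34 and 0.13, -0.072 and -0.23, CBS, of transsulfuration, 1.53, 1.18 and 0.12 in SKOV-3, ATG5 0.17, 0.41 and 0.25 and -0.099, 0.25 and 0.0040, and SQSTM1 (p62) 1.04, 0.79 and 0.47 and 0.47, 1.03 and 0.32.

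By the rule for naming, the genes furthest above the control under all 3 treatments in SKOV-3 were UPK3BL1, RAD51L3-RFFL, AKR1B10, CYP4F3, KILH, GTF2H2C, ZBTB3, CES1, ABHD14A-ACY1 and NMRAL2P, and those furthest below it EEF1E1-BLOC1S5, HBA1, ATP5MF-PTCD1, POLR2J2, FYB2, PRSS33, LYG2, HBA2, AQP5-AS1 and EGR3. KILH had 4.73, 4.41 and 3.72 and ZBTB3 2.83, 7.78 and 5.78. In OVCAR-3 they were LOC100132062, NUDT4P2, LOC102723996, AKR1C2, SGK3, PCDHGC3, SELENOW, NPIPB13, RGPD4 and DUSP13B, and C8orf44-SGK3, LINC03124, LOC643406, FRG1JP, HTD2, HNRNPA1P10, C1QTNF3-AMACR, EAF2, CALCB and COL9A1. EAF2, an elongation factor partner, had -1.27, -1.15 and -0.98 and COL9A1, a cartilage collagen, -0.91, -2.03 and -0.95. Read-through genes (RAD51L3-RFFL, ABHD14A-ACY1, ATP5MF-PTCD1, C8orf44-SGK3, C1QTNF3-AMACR), pseudogenes (NUDT4P2, HNRNPA1P10, FRG1JP) and copies of gene families (POLR2J2, NPIPB13, RGPD4) among them share reads with other genes and are uncertain.

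No test in this part was chosen after the result was seen. Adjusted over the list alone, edgeR called the numbers given after each pair of medians, first in SKOV-3 and then in OVCAR-3. The identity markers had medians of -0.44 (percentile 0.310) in SKOV-3 and 0.16 (percentile 97.4) in OVCAR-3 (0 up and 6 down, 0 up and 0 down), with camera adjusted p = 0.0293 with a preset and adjusted p = 0.680 with an estimated correlation. The epithelial and mesenchymal markers had -0.25 (percentile 0.650) in SKOV-3 and 0.18 (percentile 99.6) in OVCAR-3 (2 up and 4 down, 0 up and 0 down), and cholesterol synthesis genes -0.34 (percentile 0) in SKOV-3 and 0.12 (percentile 96.0) in OVCAR-3 (0 up and 3 down, 0 up and 0 down), with -0.064, 0.25 and 0.057 by treatment in OVCAR-3 and camera adjusted p = 0.0270 preset and adjusted p = 0.726 with an estimated correlation. S phase genes had 0.37 (percentile 99.99) in SKOV-3 and 0.10 (percentile 93.5) in OVCAR-3, there with -0.0025, 0.35 and 0.0020 by treatment (7 up and 0 down, 0 up and 0 down; camera adjusted p = 5.20e-09 preset and adjusted p = 0.640 with an estimated correlation). Mitotic genes such as CDK1 had 0.24 (percentile 98.5) in SKOV-3 and 0.12 (percentile 97.9) in OVCAR-3, there with -0.14, 0.51 and -0.034 by treatment (0 up and 0 down, 0 up and 0 down; camera adjusted p = 0.0149 preset and adjusted p = 0.726 with an estimated correlation). By the edgeR interaction test over the list alone 5 identity markers and 3 epithelial and mesenchymal markers were higher in OVCAR-3 than in SKOV-3 in their response. Inflammatory genes had 0.54 (percentile 100) in SKOV-3 and 1.15 (percentile 100) in OVCAR-3 (0 up and 0 down, 0 up and 0 down; camera adjusted p = 0.0149 preset and adjusted p = 0.726 with an estimated correlation), and by treatment 1.54, 0.099 and -0.32 in SKOV-3 and -0.042, 3.39 and 0.40 in OVCAR-3.

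Metallothioneins, which bind zinc and copper, had -0.59 (percentile 3.40) in SKOV-3 and 0.44 (percentile 99.5) in OVCAR-3, there with 0.10, 1.17 and 0.068 by treatment (0 up and 3 down, 0 up and 0 down), with MT1F, MT1X and MT2A falling in SKOV-3. Autophagy genes had 0.014 (percentile 46.9) in SKOV-3 and 0.099 (percentile 94.0) in OVCAR-3 (0 up and 0 down, 0 up and 0 down), methionine cycle genes -0.055 (percentile 23.4) in SKOV-3 and 0.072 (percentile 77.8) in OVCAR-3 (0 up and 0 down, 0 up and 0 down), hypoxia genes such as CA9 -0.022 (percentile 35.7) in SKOV-3 and 0.23 (percentile 99.96) in OVCAR-3, there with 0.042, 0.49 and 0.071 by treatment (0 up and 0 down, 0 up and 0 down), and immediate early genes -0.034 (percentile 26.0) in SKOV-3 and 0.23 (percentile 99.8) in OVCAR-3, with 0.47, -0.23 and -0.35 and 0.17, 0.60 and -0.082 by treatment (0 up and 1 down, 1 up and 0 down). Replication-dependent histone genes, whose mRNAs lack a poly(A) tail, had -0.33 (percentile 14.8) in SKOV-3 and -0.21 (percentile 6.62) in OVCAR-3 (1 up and 3 down, 0 up and 0 down), with H3C2 at 2.19, 2.26 and 1.90 in SKOV-3, and reference genes such as GAPDH -0.057 (percentile 27.4) in SKOV-3 and 0.095 (percentile 88.9) in OVCAR-3 (1 up and 0 down, 0 up and 0 down), with TFRC, the transferrin receptor, rising in SKOV-3. Fibroblast markers had -0.78 (percentile 0.275) in SKOV-3 and 1.31 (percentile 100) in OVCAR-3 (0 up and 1 down, 0 up and 0 down) and by treatment 0.070, 2.26 and 1.85 in OVCAR-3. Leukocyte markers such as LYZ had -0.79 (percentile 4.37) in SKOV-3 and 0.25 (percentile 84.3) in OVCAR-3 (0 up and 1 down, 0 up and 0 down), endothelial markers such as KDR 0.016 (percentile 61.9) in SKOV-3 and 0.61 (percentile 98.2) in OVCAR-3 (0 up and 0 down, 0 up and 0 down), and the erythroid genes HBA1 and HBA2 -1.61 (percentile 0.0300) in SKOV-3 (0 up and 2 down), HBA2 from 3457 counts with -1.53, -1.86 and -1.31. Over both lines camera with an estimated correlation ranked epithelial and mesenchymal markers such as ESRP2 down (adjusted p = 0.993) while their median was 0.11, and chaperones of the endoplasmic reticulum down (adjusted p = 0.814) at a median of 0.0049.

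Fold changes correlated between treatments at 0.709, 0.605 and 0.729 in SKOV-3 for selenite and SeNP-BSA, selenite and SeNP-chitosan, and the pair of SeNPs, against 0.519, 0.513 and 0.512 in simulations with no effect and a shared control. In OVCAR-3 they were 0.397, 0.531 and 0.541 against 0.498, 0.500 and 0.500. The spread of these simulations also includes real differences between treatments, as no condition was repeated. Between the lines the mean fold changes, among them those of GPX1 and SELENOW, correlated at -0.090 (Pearson) and -0.168 (Spearman).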
